# Early life nutritional imbalance impairs colonic epithelial regeneration through gut microbiota dysbiosis and metabolic suppression

**DOI:** 10.1093/ismejo/wrag135

**Published:** 2026-05-29

**Authors:** Yimin Zhuang, Zhiyu Huang, Shuai Liu, Yiming Xu, Guobin Hou, Duo Gao, Tianyu Chen, Boyan Ma, Wen Jiang, Jingtao You, Mengmeng Li, Wei Wang, Shengli Li, Zhijun Cao

**Keywords:** microbial ecosystem, malnutrition, dietary imbalance, short chain fatty acids, gut development

## Abstract

Childhood malnutrition represents a major global health burden that extends beyond caloric deficiency to include dietary imbalance. The early-life gut microbiome functions as a dynamic ecosystem whose structure and metabolic output are intimately linked to host development; yet, how nutritional imbalance disrupts this ecosystem and its integration with the host remains poorly understood. Using an isocaloric but nutrient-imbalanced diet in a mouse model, we recapitulated chronic growth stunting and identified a systemic syndrome comprising growth retardation, oxidative stress, and immunosuppression. Gut microbiota dysbiosis was established as the central mediator of these pathological manifestations. Integrated multi-omics analyses revealed that nutritional imbalance compromised microbial community structure and function, reducing diversity and ecological stability whereas disrupting metabolic activity—particularly short-chain fatty acid production. Through single-cell ribonucleic acid sequencing of colonic epithelium, we demonstrated that these microbial perturbations suppressed host energy metabolism and inhibited the Wnt/β-catenin signaling pathway in regenerative epithelial cells. This resulted in the downregulation of key stem cell regulators LGR5 and ASCL2, ultimately impairing epithelial renewal and manifesting as reduced crypt depth. Our findings reveal a microbiota-dependent mechanism linking dietary imbalance to impaired host development, demonstrating how nutritional stress disrupts gut microbial structure and metabolic output, ultimately compromising epithelial regeneration. This work highlights the importance of considering the gut microbiome as an ecosystem whose homeostasis is fundamental to early-life health.

## Introduction

Children and adolescents represent the cornerstone of our collective future. However, a substantial number of children continue to suffer from malnutrition, which poses a serious threat to their survival and healthy development [1, 2]. According to the latest joint estimates by the UNICEF–WHO–World Bank Group (2024), ~150 million children under 5 years of age were affected by stunting, and as many as 42.8 million were suffering from wasting worldwide. Should current trends persist, tens of millions of children will remain left behind by 2030, jeopardizing the achievement of the relevant United Nations Sustainable Development Goals.

It is critical to emphasize that malnutrition is not synonymous with energy deficiency; it encompasses diverse conditions beyond undernutrition, including stunting and obesity [3, 4]. These conditions might stem from imbalances in nutrient intake rather than inadequate energy intake. Advances in staple crop production have shifted the primary nutritional challenge for many children from a lack of sufficient food to a lack of adequate dietary quality [5, 6]. Therefore, the focus is now shifting to chronic childhood stunting driven by imbalances in dietary structure and quality, including lack of diversity [7], inadequate protein quality [8, 9], excessive refined carbohydrates with deficits in fatty acids and dietary fiber [10, 11]. However, the pathophysiological landscape of stunting induced by dietary imbalances, including its manifestations in organ development, metabolic homeostasis, and tissue growth, has yet to be comprehensively mapped, leaving the underlying mechanisms poorly defined.

Evidence indicates that the early-life colonization and assembly of the gut microbiota can program the host’s physiology with long-term, and potentially lifelong, consequences [12–14]. Dietary patterns are known to rapidly and significantly reshape the ecology and metabolic functions of the gut microbial community. For example, dietary fiber deprivation promotes gut microbiota to degrade the mucus layer, leading to its erosion, barrier thinning, and increased susceptibility to pathogens [15], whereas a high-protein diet elevates succinate production by the gut microbiota, which in turn drives the generation of bacterial reactive oxygen species and extracellular vesicles [16]. However, how the gut microbiota responds to nutritional imbalances in diet and how such a dysbiosis community in turn negatively regulates host growth and development remain to be elucidated.

To model malnutrition, we formulated a nutrient-imbalanced, isocaloric diet characterized by an imbalanced macronutrient profile (extremely high carbohydrate, low protein/fat content). The observed phenotypic divergence necessitated a multi-omics investigation. We first utilized 16S ribosomal ribonucleic acid (rRNA) gene sequencing to delineate the diet-induced perturbations in gut microbiota structure, maturity, and stability. This was complemented by metagenomic and targeted metabolomic analyses to uncover the associated functional metabolic shifts within the gut environment. Finally, single-cell transcriptomics and biochemical assays were employed to interrogate the dynamic response of the host gut epithelium.

## Materials and methods

### Animals and experimental design

A total of 30 3-week-old female specific pathogen-free (SPF) C57BL/6 J mice (Sibeifu Biotechnology Co., Ltd., China) were used in the experiment and underwent a 7-day acclimation period before treatment. All mice were housed in an SPF animal barrier facility with room temperature (23.0 ± 2.0°C), relative humidity 50%–60%, and a 12-h light/dark cycle. To control for the substantial inter-individual variability in baseline microbiota and to establish a standardized starting point for assessing the sole impact of diet, we initially depleted the indigenous gut microbiota using a broad-spectrum antibiotic cocktail. The mice were then treated for 7 days with an antibiotic mixture (ampicillin 1 g/L, neomycin 1 g/L, metronidazole 1 g/L, vancomycin 0.5 g/L, diluted in ultrapure water) to eliminate the gut microbiota. Specifically, mice had unrestricted access to the antibiotic water and additionally received a daily gavage of 200 μL of the antibiotic mixture. During both the acclimation and antibiotic treatment periods, mice were fed a normal diet (AIN-93G, Table S1). During the formal experimental period, the 30 mice were randomly divided into two groups (*n* = 15; 5 mice/cage; CON and MAL). The mice in each group were fed corresponding customized diets for 5 weeks (Table S1). Detailed composition and nutrient profiles of the CON and MAL diets are provided in Table S1. Both diets were formulated to be isocaloric, with the MAL diet characterized by higher carbohydrate content (primarily from starch) and reduced levels of protein (casein), fat (soybean oil), and fiber (cellulose) compared to the CON diet. Nutritionally, compared to the CON diet, the MAL diet contained higher carbohydrates and lower protein and fat. In terms of ingredients, the MAL diet contained more starch, whereas the CON diet contained higher levels of casein, cellulose, and soybean oil. It is important to emphasize that the two diets were isocaloric. Body weight of each mouse was measured daily and fecal samples were collected weekly from all mice. After 35 days, all animals were euthanized, with blood, liver, and colonic tissue samples collected for subsequent analysis.

### The analysis of serum samples

Serum was used to analyze several parameters including immunity indicators [immunoglobulin A (IgA), immunoglobulin G (IgG), and immunoglobulin M (IgM)], antioxidant index [total superoxide dismutase (T-SOD), total antioxidant capacity (T-AOC), glutathione peroxidase (GSH-PX), malondialdehyde (MDA), and glutathione (GSH)], inflammatory factors [interleukin-1β (IL-1β), interleukin-6 (IL-6), and tumor necrosis factor-α (TNF-α)], and insulin-like growth factor-1 (IGF-1). The concentrations of IgG, IL-1β, IL-6, and TNF-α were measured with kits from Beijing Laibo Terui Technology Development Co., Ltd. (Beijing, China). The concentrations of T-SOD, T-AOC, GSH-PX, and MDA were determined using an automated biochemistry analyzer (model 7600, Hitachi High-Tech Scientific Solutions Co., Ltd., Kyoto, Japan). The IGF-1 was detected using ELISA kits in an enzyme-immunoassay instrument (Multiskan MK3, ThermoFisher Scientific Co., Ltd., Waltham, MA, USA).

### Histomorphologic examinations

Colonic tissue samples were dehydrated through a graded ethanol series, embedded in paraffin, and sectioned at 6 μm thickness. Sections were stained with hematoxylin and eosin, and colonic structures were examined under an Olympus BX-51 light microscope (Olympus Corporation, Tokyo, Japan) at 20× magnification. Microscopic evaluation was blindly performed by an experienced pathologist.

### Deoxyribonucleic acid extraction, polymerase chain reaction amplification, and data processing

A total of 150 fecal samples of mice were collected across the whole experiment. Microbial deoxyribonucleic acid (DNA) was extracted from fecal samples of mice using the Dneasy PowerLyzer PowerSoil Kit (Qiagen, Hilden, Germany). The quality of the extracted DNA was assessed with a Thermo NanoDrop 2000 UV-microspectrophotometer and by 1% agarose gel electrophoresis. The V3–V4 hypervariable regions of the bacterial 16S rRNA gene were amplified using the primer pair 338F (5′-ACTCCTACGGGAGGCAGCAG-3′) and 806R (5′-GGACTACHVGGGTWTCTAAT-3′) on an ABI GeneAmp 9700 polymerase chain reaction (PCR) thermocycler (Applied Biosystems, CA, USA). PCR products were visualized on 2% agarose gels, excised, and purified using the AxyPrep DNA Gel Extraction Kit (Axygen Biosciences, Union City, CA, USA) according to the manufacturer’s instructions, followed by quantification with the Quantus Fluorometer (Promega, USA). The resulting amplicon libraries were sequenced on a MiSeq System platform (Illumina, San Diego, CA, USA; PE250).

Raw FASTQ files were demultiplexed using in-house Perl scripts, followed by quality filtering with fastp (version 0.19.6) and merging with FLASH (version 1.2.11) [17]. Unique amplicon sequence variants (ASVs) were inferred using the DADA2 pipeline. Taxonomic assignment of ASVs was performed in QIIME2 with a naive Bayes consensus classifier trained on the SILVA 16S rRNA database (version 138), and ASV abundances were subsequently adjusted based on predicted rRNA operon copy numbers derived from the rrnDB database [18].

### Absolute quantification of total bacteria and *Bifidobacterium* by quantitative real-time PCR

Universal bacterial primers targeting the 16S rRNA gene (F: 5′-ACTCCTACGGGAGGCAGCAG-3′; R: 5′-ATTACCGCGGCTGCTGG-3′) were used for total bacteria quantification, whereas *Bifidobacterium*-specific primers (F: 5′-CGCGTCCGGTGTGAAAG-3′; R: 5′-CTTCCCGATATCTACAC-ATTCCA-3′) were used for genus-specific quantification. All reactions were performed in triplicate using TB Green Premix Ex Taq II (Takara, Japan) on a Roche LightCycler 480II system (Roche, Germany). Thermal cycling conditions were: 95°C for 5 min, followed by 40 cycles of 95°C for 10 s and 60°C for 30 s. Melting curve analysis was performed to verify amplification specificity. Standard curves and absolute quantification: For total bacteria, standard curves were generated using 10-fold serial dilutions of purified PCR products with known copy numbers (10^4^ to 10^8^ copies/μL). For *Bifidobacterium*, plasmid standards containing the target gene sequence were constructed and serially diluted (10^1^ to 10^6^ copies/μL). Copy numbers in fecal samples were calculated based on Ct values and the corresponding standard curves (*R*^2^ > 0.99). The absolute abundance was expressed as copies per microliter of DNA extract.

### Metagenomic sequencing and processing

A total of 30 fecal samples of mice at the end of the experiment were selected to perform the metagenomic shotgun sequencing. Genomic DNA was sheared to an average size of ~400 bp using a Covaris M220 focused-ultrasonicator (Gene Company Limited, Shanghai, China). Paired-end sequencing libraries were constructed with the NEXTFLEX Rapid DNA-Seq Kit (Bioo Scientific, Austin, TX, USA). Sequencing was performed on a NovaSeq 6000 System (Illumina, San Diego, CA, USA.) using NovaSeq 6000 S4 reagent kits according to the manufacturer’s instructions at www.illumina.com. Raw sequencing reads were processed with fastp (version 0.20.0; https://github.com/OpenGene/fastp) to remove adapter sequences and low-quality reads (length < 50 bp, quality score < 20, or containing N bases). To exclude host-derived sequences, reads were aligned to the bovine reference genome, and any reads or their mates mapping to the host genome were discarded. Quality-filtered data were assembled using MEGAHIT (version 1.1.2; https://github.com/voutcn/megahit), and contigs with length ≥ 300 bp were retained as the final assembly. Open reading frames (ORFs) were predicted from the assembled contigs using Prodigal (version 2.6.3; https://github.com/hyattpd/Prodigal), and ORFs ≥100 bp in length were retained. A non-redundant gene catalog was constructed using CD-HIT (version 4.7; http://weizhongli-lab.org/cd-hit/) with thresholds of 90% sequence identity and 90% coverage. Gene abundances in each sample were estimated using SOAPaligner (version 2.21; https://github.com/ShujiaHuang/SOAPaligner) with a 95% identity threshold. Taxonomic annotation of non-redundant genes was performed by aligning them to the NCBI NR database using DIAMOND (v2.0.11; http://ab.inf.uni-tuebingen.de/software/diamond/) with an e-value cutoff of 1e^−5^. Functional annotation of non-redundant genes was similarly conducted against the KEGG databases [19, 20].

### Determination of fecal fermentation parameters

Fecal samples were thawed at 4°C and subsequently centrifuged at 2500 × g at room temperature. Subsequently, 1 ml of supernatant from each sample was separated and transferred into a 1.5 ml microcentrifuge tube containing 0.2 ml of metaphosphoric acid solution (25% w/v). The mixture was then placed in a water bath, followed by centrifugation at 10 000 × g for 30 min at 4°C. The resulting supernatant was collected and stored at 4°C for subsequent analysis. Volatile fatty acid (VFA) concentrations were determined using gas chromatography (GC-6800, Beijing Beifen Tianpu Instrument Technology Co., Ltd., China) [21].

### Single-cell ribonucleic acid sequencing of colon and data processing

For single-cell RNA sequencing (scRNA-seq), three biological replicates were randomly selected from each of the CON and MAL groups. The DNBelab C4 system utilizes an in-house developed multi-bead recognition technology based on Drop-seq. Each magnetic bead is functionally modified with an average of 10^7^ capture sequences of two types: long sequences for mRNA capture, and short sequences designed to bind mRNA released from small-sized magnetic beads. Within each droplet, small-sized beads integrate capture information from multiple large-sized beads, thereby enhancing the experimental system and increasing cell capture efficiency.

A 0.4% trypan blue staining was applied to assess nuclei/cell viability under microscopy, and samples with >80% viability were processed for library construction. Single-cell RNA-seq libraries were prepared using the DNBelab C Series High-throughput Single-Cell RNA Library Preparation Set V3.0 (MGI, China). Single-cell suspension, oil, and beads were sequentially loaded into the C4 scRNA slide and instrument. Droplets were subsequently broken using a vacuum pump to release mRNA–bead complexes, followed by complementary DNA (cDNA) synthesis under optimized thermal conditions. The resulting cDNA and Oligo products were amplified and purified, then assessed for concentration and size distribution to ensure quality specifications were met.

For oligo library construction, products underwent amplification, index ligation, and purification prior to circularization. cDNA was fragmented, end-repaired, and A-tailed before adapter ligation under defined conditions. Following purification, adapter-ligated cDNA was amplified by PCR and again purified. Both cDNA and Oligo products were denatured into single strands, and circularization was performed under programmed conditions. Single-stranded circular products were obtained, and any residual linear DNA was digested. Using rolling circle amplification, single-stranded circular DNA was replicated to generate DNA nanoballs (DNBs), each containing multiple copies of the original library molecules. High-quality DNBs were loaded into patterned nanoarrays and sequenced by combinatorial Probe-Anchor Synthesis. The cDNA library was sequenced as PE 47 + 100 and the Oligo library as PE 32 + 42.

The raw gene expression matrix was generated from sequencing data using the DNBelab_C4scRNA pipeline (version 1.0.1, https://github.com/MGI-tech-bioinformatics/DNBelab_C_Series_scRNA-analysis-software) [22]. Downstream analyses were performed with the Seurat R package (version 3.2.0, https://satijalab.org/seurat/) [23]. Quality control filtering was applied based on two metrics: cells with <200 detected genes or those representing the upper 0.1% of gene counts were excluded; additionally, cells within the top 15% of mitochondrial read ratios were removed. Potential doublets were identified and eliminated using DoubletDetection (https://rdrr.io/github/scfurl/m3addon/man/doubletdetection.html). Cell cycle phase assignment was performed using the CellCycleScoring function in Seurat. The gene expression dataset was normalized and subjected to principal component analysis (PCA; *n* = 15) using the top 2000 highly variable genes. Dimensionality reduction and two-dimensional visualization were conducted using UMAP. Cluster-specific marker genes were identified with the FindAllMarkers function in Seurat (logfc.threshold >0.25, min.pct > 0.1, and adjusted *P* value ≤.05). Cell type annotation was performed using the SCSA method (https://github.com/bioinfo-ibms-pumc/SCSA) [24]. Differential expression analysis between sample groups was carried out with the FindMarkers function under the same statistical thresholds. Kyoto Encyclopedia of Genes and Genomes (KEGG, version 93.0) pathway enrichment analysis was performed using the phyper function in R, with pathways showing false discovery rate ≤ 0.05 considered significantly enriched.

### Statistics

One-way analysis of variance (ANOVA) in SPSS 19.0 (SPSS Inc., Chicago, IL, USA) was used to compare the differences of phenotypic parameters and blood indexes. A two-tailed Wilcoxon signed-rank test was applied to compare group differences in alpha diversity metrics. For beta diversity, analysis of similarity (ANOSIM) was employed to test for significant separation based on Bray–Curtis distance matrices.

A random forest regression model was implemented to identify age-associated bacterial taxa in mouse feces using the randomForest R package (version 4.6-14). Model parameters were configured with “importance” and “proximity” set to TRUE, and “ntree” set to 10 000 to ensure robust feature selection and model stability.

Spearman’s analysis was performed to calculate the correlations of bacteria at the different growth stages using “psych” package in R, and the related interaction networks were visualized using the Gephi (https://gephi.org/). To remove random noise arising from finite sample sizes in the correlation matrix while retaining genuine ecological co-occurrence relationships, we employed a Random Matrix Theory (RMT)-based approach to determine the optimal correlation threshold. For each network, we traversed correlation coefficient thresholds *r* from 0.30 to 0.80 in 26 equally spaced steps. At each threshold, the corresponding correlation matrix was retained (binary adjacency matrix), and its eigenvalue spectrum was analyzed. Spline unfolding was performed to obtain the Nearest-Neighbor Spacing Distribution (NNSD) of the eigenvalues. For a purely random correlation matrix, the NNSD follows the Gaussian Orthogonal Ensemble (GOE) distribution (Wigner distribution). As non-random, biologically meaningful interactions are retained, the NNSD gradually transitions toward a Poisson distribution. We quantified the agreement between the observed NNSD and the Poisson distribution using the Kolmogorov–Smirnov (KS) test. The threshold *r* at which the KS *P* value first exceeded .05 was selected as the final cutoff r. If no threshold satisfied this criterion, we instead selected the *r* value that minimized the sum of squared residuals (SSE) of the exponential fit (Poisson) as r. This procedure was applied independently to each network (each time point and each dietary group). The resulting *r* values were all <0.68. Therefore, a uniform threshold of *r* = 0.70 (which is strictly greater than the maximum *r* across all networks) was adopted for constructing all co-occurrence networks to ensure both statistical non-randomness and cross-group comparability. Therefore, only significant connections (*P* < .05, |*r*| > 0.70) were shown in the networks. The degree of nodes was applied to represent the network sparsity and the lower the degree, the sparser the network is [25]. To further assess network robustness, we calculated the average node degree and the natural connectivity, the latter being an eigenvalue-based metric that quantifies a network’s resilience to node removal by summing exponential functions of the eigenvalues of the adjacency matrix. Compared with conventional indices (degree or betweenness), natural connectivity is more sensitive to subtle topological changes and has been widely used to characterize the stability of microbial co-occurrence networks [26]. Line plots were illustrated using the ggplot2 package in R.

## Results

### Malnutrition impairs systemic metabolism and colon development in mice

We first assessed the effects of malnutrition on mouse growth phenotypes by examining a comprehensive set of physiological parameters, from organ development and gut architecture to systemic markers of oxidative stress, inflammation, and immune status. As a result, body weight (top-left) showed significant differences between CON and MAL groups over 0–40 days, with two-way ANOVA confirming main effects of Treatment (*P* < .001), Time (*P* < .001), and their interaction (*P* < .001). Mice in the MAL group had lower body weight across the whole experiment. Body length (top-middle) and liver weight (top-right) were also significantly reduced in the MAL group (*P* < .0001), indicating stunted growth and potential hepatic impairment (Fig. 1a). Although we did not observe the significant differences in colon length (Fig. S1), MAL treatment significantly decreased colonic crypt depth compared to the CON group (*P* = .0286). Crypt width trended lower but did not meet explicit significance, suggesting possible gut structural damage and compromised barrier function (Fig. 1b). In addition, we next turned to the systemic physiological effects, evaluating the impact of malnutrition on serum biochemical profiles in mice (Fig. 1c). MAL diet reduced T-AOC (*P* < .0001), GSH-PX (*P* = .0083), and T-SOD (*P* = .0022). In contrast, MDA increased (*P* < .0001), and GSH decreased (*P* < .0001), showing severe oxidative stress in MAL-treated mice. In terms of inflammation and growth factor, MAL elevated TNF-α (*P* = .0316), IL-1β (*P* = .0096), and IL-6 (*P* = .0003). IGF-1 was reduced (*P* = .0096), suggesting a potential link between inflammation and impaired growth. We observed IgG was lower in the MAL group (*P* = .0311). IgM and IgG trended downward, indicating suppressed immunity, which may worsen systemic stress. Finally, to visually encapsulate the global shift in serum profile, we performed PCA on all serum parameters. This analysis revealed a clear separation between CON and MAL groups (*r* = 0.85, *P* = .001; Fig. S2), confirming the coordinated systemic response to nutritional imbalance.

**Figure 1:**
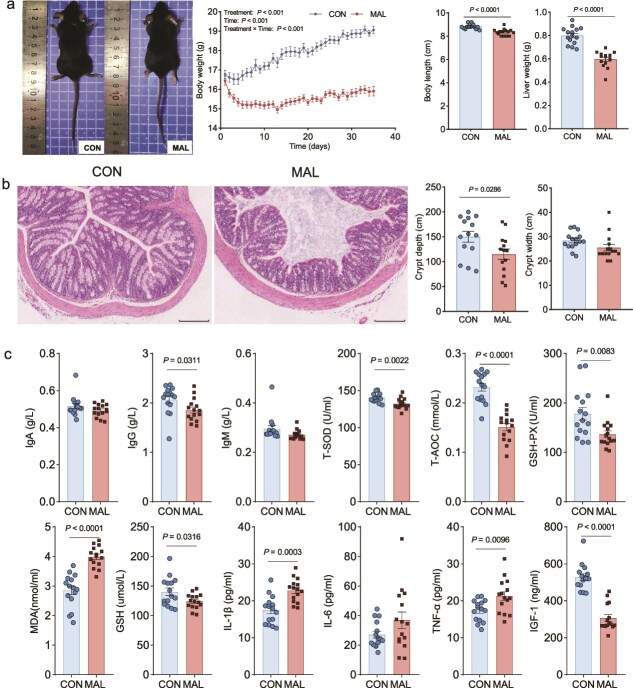
Effects of MAL treatment on growth performance, colonic morphology and blood parameters. (a) Growth performance parameter (body condition, body length, liver weight) and temporal dynamics of body weight in CON and MAL groups. (b) The difference of colonic morphological indices (crypt width, crypt depth) between the CON and MAL groups. The scale bar indicates a length of 200 μm. (c) Antioxidant capacity (T-AOC, GSH-PX, MDA, and GSH), immune function (IgA, IgG, and IgM), and inflammatory response (IL-1β, IL-6, and TNF-α) indices, as well as IGF-1 level, in the CON and MAL groups. Statistical significance between the two groups was determined at *P* < .05.

### Malnutrition induces gut microbiota dysbiosis in mice

The gut microbiome serves as a key mediator of host physiological homeostasis, particularly in gut tissue development. Given that dietary differences represent a critical driver of gut microbiota modulation, it is reasonable to hypothesize that gut dysbiosis induced by the MAL diet contributes to chronic malnutrition in mice. Therefore, we employed 16S rRNA gene sequencing to investigate characteristic indices of the mouse gut microbiota, including community structure, diversity, maturity, and stability, aiming to evaluate the extent of adverse effects exerted by MAL diet. To establish a baseline reference prior to dietary intervention, we first compared the gut microbial communities of CON and MAL groups from fecal samples collected immediately before the start of the experimental diets. Principal coordinates analysis (PCoA) based on Bray–Curtis dissimilarities revealed no significant separation between the two groups at baseline (ANOSIM, *r* = 0.007, *P* = .533; Fig. S3), confirming that the groups started with comparable microbial compositions. This baseline similarity ensures that subsequent differences observed during the experimental period can be reliably attributed to the dietary interventions. According to the principal coordinate analysis (PCoA) result (Fig. 2a), there was a distinct separation between the two groups across all the 5 timepoints, which was supported by the ANOSIM analysis (*r* = 0.3239, *P* = .001). The result confirmed that MAL drove reproducible restructuring of the gut microbial assemblage. Similarly, the Shannon Index and number of observed ASVs revealed a significant decline in microbial diversity and richness in the MAL group respectively (Fig. 2b). Specifically, compared with the CON diet, the MAL diet led to a marked reduction in gut microbial complexity that persisted throughout the study (*P* < .05). For the microbial composition, at the phylum level, *Firmicutes* constituted the dominant bacteria in the both groups, followed by *Bacteroidota* and *Actinobacteriota* (Fig. S4). We observed a significant difference in taxonomic composition at the genus level between the two groups (Fig. 2c). Although *Faecalibaculum* remained the dominant genus in both groups and increased over time, its abundance was significantly and persistently higher in the MAL group than in the controls throughout the study, which was also similar with *Bifidobacterium*. In contrast, *norank_f__Muribaculaceae, Dubosiella*, and *unclassified_f__Lachnospiraceae* were significantly enriched in the CON group compared with the MAL group (Fig. 2d). To validate that the observed microbial changes reflect genuine abundance differences rather than artifacts arising from relative abundance measurements, we performed absolute quantification of total bacteria and *Bifidobacterium* by qPCR across all five experimental stages. Total bacterial abundance did not differ significantly between CON and MAL groups at any time point (Fig. S5a), confirming that antibiotic pre-treatment successfully standardized baseline microbial load. Consistent with the relative abundance data, the absolute abundance of *Bifidobacterium* was significantly higher in the MAL group compared to the CON group at all time points (*P* < .001; Fig. S5b), validating that the observed differences represent true changes in bacterial abundance. Using a random forest algorithm, we identified age-associated microbial taxa in CON mice including *Staphylococcus, Aerococcus, Jeotgalicoccus*, and *Rikenellaceae_RC9_gut_group* (Fig. 2e), and constructed a microbiota maturation curve, which was strongly correlated with host chronological age (*R*^2^ = 0.93). In contrast, the MAL group exhibited a significant lag in this microbial maturation trajectory (*R*^2^ = 0.26), indicating that dietary intervention disrupted the normal progression of gut community assembly (Fig. 2f).

**Figure 2:**
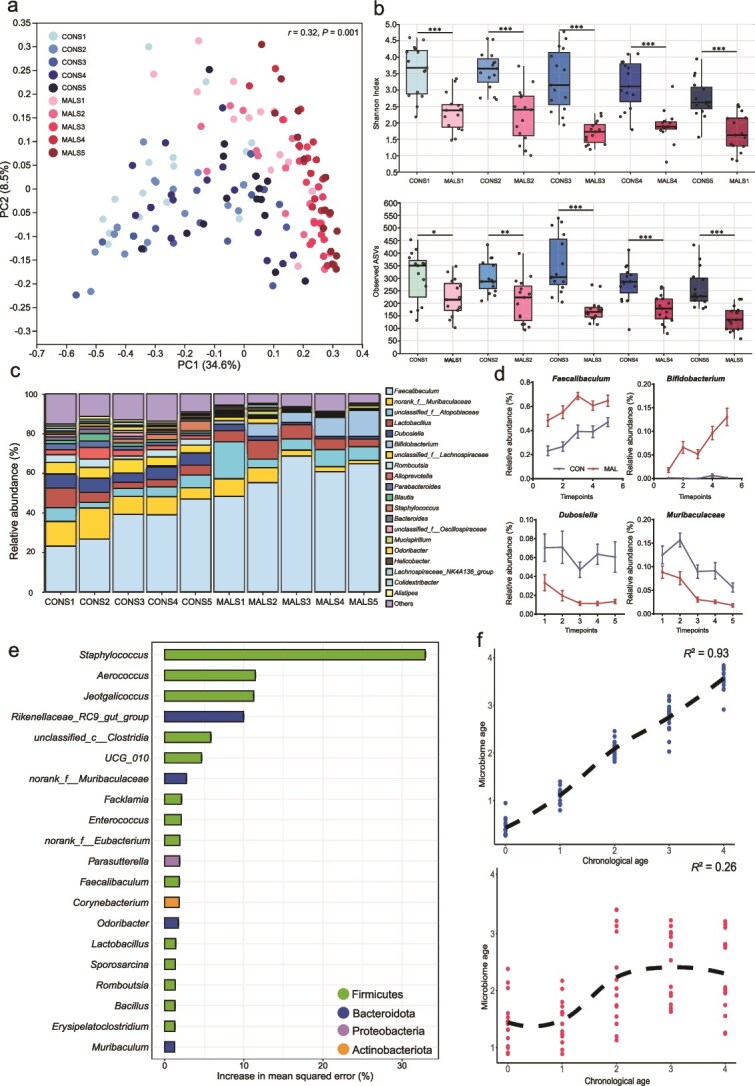
MAL treatment-induced alterations in gut microbiome composition, structure and age-related characteristics in experimental subjects. (a) PCoA of gut microbial community structure in CON (CONS1 to CONS5) and MAL-treated (MALS1 to MALS5) groups. (b) The changes in number of observed ASVs and Shannon index (ASV level) of gut microbiota with growth stages in the CON and MAL groups. Only the significant correlations were marked (^*^P < .05, ^**^0.01 < *P* < .05, ^***^P < .01). (c) Temporal dynamics of gut microbial genus relative abundance in the CON and MAL groups across different timepoints. (d) Comparison of key gut microbial genus relative abundance (such as *Faecalibaculum, Bifidobacterium*, and *Dubosiella*) between the CON and MAL groups. (e) The top 20 age-related signature microbiota of the gut in mice were listed based on the mean square error of predictions (%IncMSE). (f) The distinct capability for age prediction from gut microbiota of mice in the CON and MAL groups. Statistical significance between the two groups was determined at *P* < .05.

To determine an objective correlation threshold for network construction, we applied RMT method to each microbial co-occurrence network across all time points of the two groups. The RMT analysis identified the critical threshold *r* (the minimum correlation coefficient at which the NNSD deviates from the random matrix prediction) for each network (Figs S6 and S7). The maximum *r* across all networks was 0.68. Therefore, we selected a uniform threshold of *r* = 0.70 for constructing all co-occurrence networks, which is strictly greater than every network-specific *r* and ensures both statistical non-randomness and cross-group comparability. To further dissect the impact of MAL treatment on gut microbial community structure, we analyzed the robustness of microbial co-occurrence networks across CON and MAL groups at distinct stages. Network robustness, assessed by simulating random node removal, reflects the structural tolerance of microbial communities. For network robustness, with the exception of Stage 2 (Fig. 3b), Stage 1 networks in the CON group exhibited higher structural complexity, characterized by 108 nodes and 376 edges, compared to the MAL group (75 nodes, 228 edges) (Fig. 3a), this trend persisted through subsequent stages, with Stage 3 CON networks retaining more nodes (59 vs. 45) and edges (155 vs. 45) than MAL networks (Fig. 3c), and Stage 4 CON networks maintaining more edges (182 vs. 110) despite identical node counts (Fig. 3d). Similarly, Stage 5 network also showed a more complex connections in the CON group compared with the MAL group (154 edges vs. 127 edges) (Fig. 3e). When assessing resistance to node removal (a metric of robustness), the CON group showed a slower decline in network integrity with increasing node removal (40–50 nodes removed) relative to the MAL group (Fig. 3a, c, d, and  e), indicating enhanced resilience of CON microbial networks to perturbation. Complementary analysis of natural connectivity—another critical index of network stability reflecting the ability to maintain communication between nodes—revealed consistent reductions in the MAL group across stages, further confirming that MAL impaired the structural stability of gut microbial co-occurrence networks. At the phylum level, the CON group maintained a more balanced distribution of dominant phyla (*Firmicutes, Bacteroidota, Actinobacteriota, Proteobacteria*) and “Others”, whereas the MAL group exhibited disrupted phylum-level abundance patterns, which likely underpin the observed network instability. To delineate the functional metabolic consequences of the MAL intervention, we performed integrated metagenomic and targeted metabolomic profiling.

**Figure 3:**
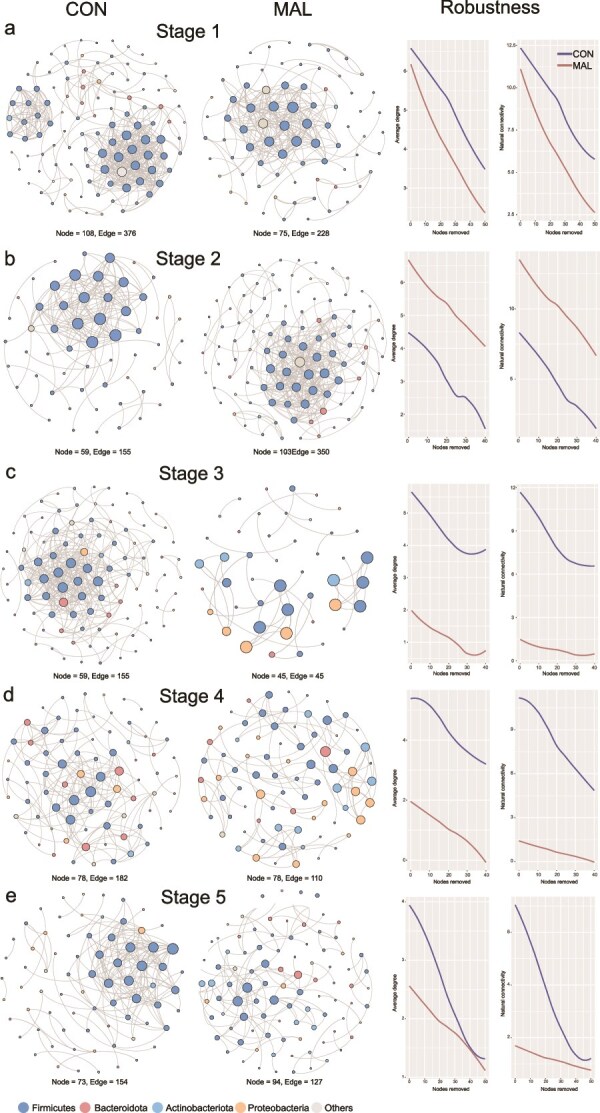
MAL treatment modulates gut microbial co-occurrence network properties across different experimental stages. (a) The microbial co-occurrence network properties in the two groups at the Stage 1. (b) The microbial co-occurrence network properties in the two groups at the Stage 2. (c) The microbial co-occurrence network properties in the two groups at the Stage 3. (d) The microbial co-occurrence network properties in the two groups at the Stage 4. (e) The microbial co-occurrence network properties in the two groups at the Stage 5.

### Malnutrition alters gut microbial metabolic function in mice

Consistent with the 16S rRNA gene sequencing results, species-level taxonomic assignment confirmed that the MAL diet significantly reduced gut microbial diversity (Fig. S8) and altered community composition (Fig. 4a). Specifically, taxa including *Dubosiella* sp*., Acetatifactor* sp*.*, and *Oscillibacter* sp*.* were identified as signature bacteria of the CON group, where they were highly enriched (*P* < .05) (Fig. 4b). In contrast, the MAL group was characterized by a distinct set of indicator species *Faecalibaculum rodentium, Bifidobacterium pseudolongum*, and *Helicobacter magdeburgensis* (*P* < .05). Microbial function results revealed that the MAL intervention broadly suppressed the microbial capacity for nutrient metabolism. In contrast to the CON group, the MAL group exhibited marked reductions in functional pathways related to the metabolism of carbohydrates, lipids, and amino acids, as well as in biosynthetic pathways for cofactors and vitamins (Fig. 4c). In addition, we further identified the main microbial taxa driving the top 10 most abundant functional pathways. Whereas *F. rodentium* and *Granulimonas faecalis* served as core contributors in both groups, several taxa were uniquely associated with each diet: *Olsenella* sp*. CU969, Dubosiella* sp*.*, and *Dubosiella muris* were specific to the MAL group, whereas *B. pseudolongum* was exclusive to the CON group (Fig. S9). A total of 4653 differentially abundant genes were identified between the two groups (1083 genes enriched in the CON group and 3570 enriched in the MAL group) (*P* < .05) Then, pathway map (Fig. 4d) of enrichment analysis illustrated that MAL treatment impaired the flow of key carbon substrates through carbohydrate metabolism: it disrupted starch and sucrose degradation (blocking the breakdown of cellobiose, dextrin, and starch into D-glucose and D-fructose-6P) and glycolysis/gluconeogenesis (reducing the conversion of glyceraldehyde-3P to pyruvate via downregulated of enzyme genes like GAPDH and PGK), which directly limited the production of pyruvate—an essential precursor for short-chain fatty acid (SCFA) biosynthesis. This upstream impairment cascaded to SCFA metabolism, with reduced flux through acetate, propanoate, and butanoate biosynthesis pathways (evidenced by suppressed activity of genes like pct for propanoate and *fadJ* for butanoate) and was accompanied by disruptions in amino acid metabolism (e.g. reduced conversion of 3-phosphoserine to serine, and 3-phosphooxypyruvate to valine/leucine via downregulated *leuC, leuD*, and *ilvC*). In contrast, non-beneficial pathways like methane biosynthesis exhibited relative upregulation, reflecting a maladaptive shift in microbial metabolic output. Together, these results confirmed that MAL treatment did not merely alter microbial taxonomic composition but induced a systemic change of gut microbial metabolism. Finally, we quantified the concentrations of major SCFAs in the gut of mice (Fig. 4e). Consistent with the inferred metabolic pathway, the levels of acetate, propionate, and butyrate as key end products of microbial fermentation were lower in the MAL group than that in the CON group (*P* < .05).

**Figure 4:**
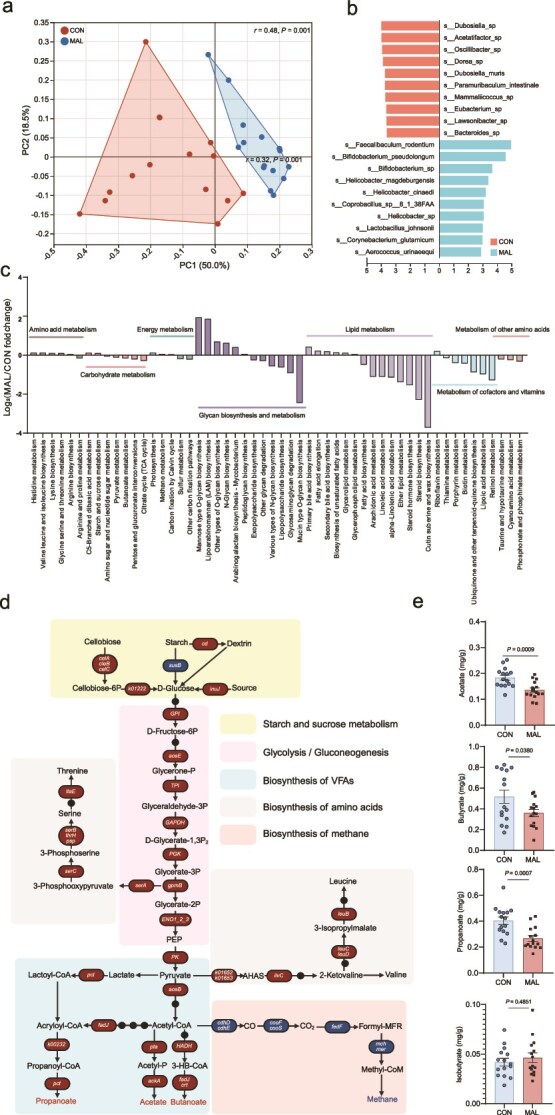
MAL treatment reshapes gut microbial species composition, functional pathways, and metabolic pattern in mice. (a) PCoA of gut microbial community structure in the CON and MAL group. (b) The signature species in the CON and MAL groups identified by linear discriminant analysis effect size (LEfSe) analysis. (c) The difference of gut microbial metabolic functions in the CON and MAL groups. (d) Schematic representation of key metabolic pathways affected by MAL treatment. (e) Comparison of SCFA concentrations between CON and MAL group. Statistical significance between the two groups was determined at *P* < .05. *celA*: cellulase A; *celB*: cellulase B; *celC*: cellulase C; *k01222*: 6-phospho-beta-glucosidaseD-Glucosidase; *susB*: glucan 1,4-alpha-glucosidase; *cd*: glucan 1,4-alpha-glucosidase; inuJ: inulosucrase; *ltaE*: threonine aldolase; *serB, thrH, psp*: phosphoserine phosphatase; *serC*: phosphoserine aminotransferase; *serA*: D-3-phosphoglycerate dehydrogenase/2-oxoglutarate reductase; *GPI*: glucose-6-phosphate isomerase; *aceE*: pyruvate dehydrogenase E1 component; *TPI*: triosephosphate isomerase; *GAPDH*: glyceraldehyde 3-phosphate dehydrogenase; *PGK*: phosphoglycerate kinase; *gpmB*: phosphoglycerate kinase; *ENO1_2_3*: enolase 1/2/3; *k00232*: acyl-CoAoxidase; *pct*: propionate CoA-transferase; *fadJ*: 3-hydroxyacyl-CoA dehydrogenase/enoyl-CoA hydratase/3-hydroxybutyryl-; *PK*: pyruvate kinase; *aceB*: malate synthase; *pta*: phosphate acetyltransferase; *ackA*: acetate kinase; *HADH*: 3-hydroxyacyl-CoA dehydrogenase; *fadJ*:3-hydroxyacyl-CoA dehydrogenase/enoyl-CoA hydratase/3-hydroxybutyryl-CoA epimerase; *crt*: short-chain-enoyl-CoA hydratase; *k01652*: acetolactate synthase I/II/III large subunit; *k01653*: acetolactate synthase I/III small subunit; *ilvC*: ketol-acid reductoisomerase; *leuB*: 3-isopropylmalate dehydrogenase; *leuC*: 3-isopropylmalate/(R)-2-methylmalate dehydratase large subunit; *leuD*: 3-isopropylmalate/(R)-2-methylmalate dehydratase small subunit; *cdhD, cdhE*: acetyl-CoA decarbonylase/ synthase; *cooF*: anaerobic carbon-monoxide dehydrogenase iron sulfur subunit; *cooS*: anaerobic carbon-monoxide dehydrogenase catalytic subunit; *fedF*: ferredoxin; *mch*: methenyltetrahydromethanopterin cyclohydrolase; *mer*: 5,10-methylenetetrahydromethanopterin reductase;

### Colonic epithelial energy metabolism and proliferation are regulated by bacterial metabolites

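Colonic tissue from 6 mice was profiled by scRNA-seq on the DNBelab C4 system, which captures the mRNA of single cells on barcoded beads in droplets and tags each captured molecule with a unique molecular identifier (UMI). The paper drew 3 of these mice from the CON group and 3 from the MAL group. No sample label gives the diet of a library and none was taken from the name of a file, so the diet of each library is treated as not known here. The libraries were numbered 1 to 6, no comparison between CON and MAL was made, and values are given for each library or as the range and median. The authors generated the matrices with the DNBelab_C4scRNA pipeline (version 1.0.1), and each deposited matrix holds the raw UMI count of every gene in every cell, without normalization. The paper's text does not name the aligner, genome build or annotation behind these counts. Total UMIs were 34735267 in library 1, 49137276 in library 2, 66759176 in library 3, 45302100 in library 4, 53818717 in library 5 and 42091502 in library 6. The median number of UMIs per cell ranged from 2947 to 3582 between libraries, and the median number of detected genes per cell from 1063 to 2061.

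Cells were filtered as the paper's methods state. Cells with fewer than 200 detected genes, the upper 0.1% of cells by detected genes and the top 15% of cells by mitochondrial share were removed, each within a library, since the methods name no scope. The paper's text does not say whether the matrices hold the cells before or after these filters, and if the mitochondrial filter had been applied before, it removed cells here again. In the 6 libraries it removed cells above shares between 0.48% and 2.03%. Doublets were scored with Scrublet in each library in place of DoubletDetection, which the paper used. The automatic threshold of Scrublet marked at most 2 cells in libraries 1, 2, 5 and 6, so the cells with the highest scores were removed at an assumed doublet rate of 0.8% per 1000 cells. Counts were scaled to 10000 UMIs per cell and log-transformed, and cells were clustered on 15 principal components of 2000 highly variable genes with the Leiden algorithm at a resolution of 0.8, because the paper's text gives no resolution. The genes that the paper names for its scRNA-seq data were left out of the clustering genes, so that the clustering did not fix their levels.

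Clusters were named from marker lists fixed before the data were examined, and the authors' own annotation by SCSA was not used here. A cluster was called after a class when at least 3 markers of that class were raised in it (a log2 ratio of at least 1 and UMIs in at least 5% of cells) and when these were at least 50% of the class's markers or included 1 of the cluster's 10 leading genes. This rule was set after the clusters had been seen and was fixed before the levels of the named genes were computed. To compare a gene between a class and all other cells, UMIs were summed over the cells of each library and scaled to the total of all genes as CPM, and the log2 ratio was taken within each library after adding 1 CPM. The ratios were tested with a two-sided exact sign-flip permutation test over libraries, in which the smallest possible p is 0.031 with 6 libraries. The Benjamini-Hochberg adjustment covered the 8 of 10 listed pairs of gene and class that gave a value. Libraries of both diets entered this test together, because it compares classes of cells inside each library.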

To link gut microbial functional perturbations induced by MAL treatment to host gut cellular responses, we performed scRNA-seq to characterize cell type composition, metabolic pathway activity, and responses to microbial metabolites in the colonic tissue of CON and MAL groups.

A total of 69 968 high-quality cells was identified with a mean of 11 661 cells per sample and the mean reads per cell was 26 665. These cells were partitioned into partitioned into 19 distinct clusters (C0–C18) (Fig. S10a). 

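The 6 deposited matrices held 69968 cells in total and 11661 cells per library on average. The number of cells was 9094 in library 1, 13132 in library 2, 16281 in library 3, 10693 in library 4, 10468 in library 5 and 10300 in library 6. The paper's mean per cell counts sequencing reads, whereas the matrices count UMIs, of which there were 4171 per cell on average. All values reported here rest on UMIs. Of the deposited cells, 1 had fewer than 200 detected genes and 34 had a mitochondrial share above 15%. After filtering and doublet removal, 53865 cells remained, between 7161 and 12124 per library. This was between 74.5% and 78.7% of the cells of each library. Among the other filters tried, the number changed most without the mitochondrial filter, which left 63613 cells.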

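Joint clustering of the 53865 filtered cells gave 28 clusters. The number depended on the settings and was lowest, at 22, with a resolution of 0.4 and highest, at 35, with 30 principal components. Clusters separated the libraries as well as the cell types. In 13 of the 28 clusters, at least 80% of the cells came from a single library, and these clusters held 64.8% of all cells. The largest cluster had 6966 cells, of which 96.5% came from library 2. When each gene was scaled within each library before the principal component analysis, 23 clusters were found, and 4 of them had at least 80% of their cells from a single library.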

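By the marker rule, 20 of the 28 clusters were named, and they fell into 13 classes. These were proliferating epithelial-like, colonocyte-like, goblet-like, enteroendocrine-like and tuft-like cells, T or innate lymphoid-like and B-like cells, smooth muscle or myofibroblast-like, fibroblast-like, mesothelial-like and lymphatic endothelial-like cells, and enteric neuron-like and enteric glia-like cells. No cluster was named stem-like, Paneth-like or dendritic-like. The smooth muscle or myofibroblast-like cluster was led by *Myh11*, *Actg2* and *Acta2*, the enteroendocrine-like cluster by *Tph1* and *Gcg*, the T or innate lymphoid-like cluster by *Trbc1*, *Skap1* and *Themis*, and the B-like cluster by *Pax5* and *Bank1*. The 8 unnamed clusters held 47.2% of all cells, with 44.7% of the cells of library 1, 67.5% of library 2, 48.1% of library 3, 22.2% of library 4, 41.0% of library 5 and 54.9% of library 6. With names given from 3 raised markers alone, 24 clusters were named, and the unnamed share fell to 22.2% of all cells.

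**Figure D1:**
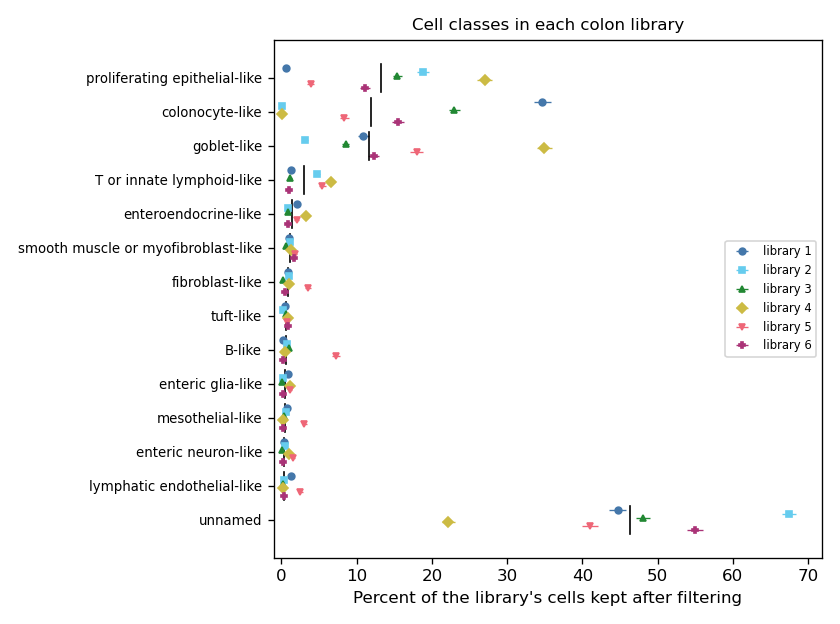
Percent of each library's filtered cells in each cell class (horizontal axis), with 1 row per class. Points are libraries 1 to 6, whose diet is not known here, horizontal bars are exact 95% binomial intervals, which cover counting error only, and black lines are medians over the libraries. The unnamed share ranges from 22.2% in library 4 to 67.5% in library 2.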

Based on canonical marker gene expression, these clusters were annotated to 13 unique cell types (Fig. 5a). 

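Among the named classes, proliferating epithelial-like cells had the highest median share, 13.2% of a library's cells, followed by colonocyte-like cells with 11.9% and goblet-like cells with 11.6%. The lowest share, that of library 1, depended on the naming, because an unnamed cluster with 2280 cells of this library had 4 of the 10 markers of the class raised. The spread between libraries was far larger than the differences between these medians, so their order was not resolved. The share of proliferating epithelial-like cells ranged from 0.60% to 27.0%, that of colonocyte-like cells from 0.020% to 34.7% and that of goblet-like cells from 3.14% to 34.9%. The lowest goblet-like share, that of library 2, depended on the naming too, because the unnamed cluster of 6966 cells held 6724 cells of this library and had *Muc2*, *Spdef* and *Agr2* raised. With names from 3 markers alone, chosen after the data had been seen, the goblet-like share of library 2 was 70.2%, the highest, and the lowest colonocyte-like share was 0.279%. T or innate lymphoid-like cells followed with a median of 3.03%, ranging from 1.04% to 6.61%. The shares depended on how the libraries were joined. With each library clustered on its own, an alternative chosen after the data had been seen, the median share of proliferating epithelial-like cells was 5.72%, and a stem-like class appeared in 5 libraries with a median of 9.54%.

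Paneth cells were looked for by 10 marker genes, of which *Lyz1*, *Mmp7* and 6 defensin genes (*Defa17*, *Defa21*, *Defa22*, *Defa24*, *Defa26* and *Defa30*) were listed in the matrices. These 8 genes had 6008 UMIs in all 53865 cells together. Library 1 held 5695 of these UMIs, and libraries 2 to 6 held 59, 54, 76, 113 and 11. The defensin genes alone had 4732 UMIs in library 1 and at most 1 UMI in each of the other libraries. No defensin UMI was found in the 10025 cells of library 2, which allows a share of up to 0.030%, or in the 8138 cells of library 5, which allows up to 0.037%. In library 1, 16.3% of the cells had at least 1 defensin UMI (95% exact binomial interval 15.4 to 17.1). Among the 95 T or innate lymphoid-like cells of that library, which should lack these genes, the share was 14.7% (8.30 to 23.5), with a median of 1849 UMIs per cell against 3155 over all its cells. The share of cells with a UMI in library 1 was thus at the level of background. The UMIs themselves were concentrated, with 1761 in a single cell and 1285 in the next. A goblet-like cluster of 899 cells, 85.2% of them from library 1, had the Paneth class as the second in its markers, with *Lyz1*, *Defa24* and *Defa30* raised. Its 766 cells of library 1 held 37.1% of the defensin UMIs of that library and 13.2% of all its UMIs, and 20.0% of them had a defensin UMI. With its cell of 1285 UMIs left out, 472 defensin UMIs remained in it. With library 1 clustered on its own, a goblet-like cluster of 810 cells was led by *Defa24*. No cluster was named Paneth-like under any of the 17 settings run.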

Paneth cells (C0) accounted for the largest proportion of identified cells, followed by colonocytes (C3 and C4), secretory cells (C1 and C8), and colonic stem cells (C2 and C6) (Fig. S10b). We further investigated marker genes across different cell types. Specifically, for Myofibroblast, *Cdk4* and *Cdmn* were identified as marker genes; *Fer1l6* served as a marker for goblet cells, whereas the *Lgr5* was specifically enriched in colonic stem cells. Additionally, *Ccnd1* and *Ccnd2* showed remarkable enrichment in regenerative epithelial cells (Fig. 5b). 

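The paper's text writes *Cdmn*, and Fig. 5b shows *Carmn* and *Fendrr* beside *Cdk4* for myofibroblasts. The matrices list genes by symbol only. In the GENCODE M21 annotation of GRCm38, *Carmn* is a lincRNA gene on chromosome 18 from 61649625 to 61665537, *Fendrr* is a noncoding gene on chromosome 8 from 121054882 to 121083110, and *Cdk4* encodes a cyclin-dependent kinase on chromosome 10 from 127063534 to 127067920. In the smooth muscle or myofibroblast-like class, with 640 cells and between 70 and 148 per library, *Carmn* was higher than in all other cells in 6 of 6 libraries, with a median log2 ratio of 7.46 and a range of 7.02 to 8.20 (exact sign-flip test, p = 0.031, adjusted p = 0.063). *Fendrr* was higher in 6 of 6 libraries with a median log2 ratio of 5.54 (4.57 to 6.38, same exact p and adjusted p), but its median level was 221 CPM in this class and 304 CPM in fibroblast-like cells. For *Cdk4* no direction was established. It was higher in 2 of 6 libraries, with a median log2 ratio of -0.27 (-0.47 to 0.66, exact p = 0.594, adjusted p = 0.594), and its 14.4 CPM placed this class at rank 11 of 13. Only 47 *Cdk4* UMIs were counted in these cells. It was higher in 3 of 6 libraries without doublet removal (median -0.11), and after thinning to 1000 UMIs its share of cells was higher than in the other cells in 4 of 6 libraries (median 0.33 percentage points, exact p = 0.906). The thinned share was 1.88% in the class and 2.58% in T or innate lymphoid-like cells (6.41% and 5.66% without thinning).

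*Fer1l6* lies on chromosome 15 from 58510048 to 58665092 and encodes a ferlin-family protein. In the goblet-like class, with 7497 cells, its median level of 597 CPM was the highest among the 13 classes. It exceeded the level in all other cells in 6 of 6 libraries, with a median log2 ratio of 3.13 (0.52 to 4.11, exact p = 0.031, adjusted p = 0.063). The lowest ratio was that of library 2, where *Fer1l6* was also high outside the class, and it rose to 3.10 when each gene was scaled within each library. After thinning each cell to 1000 UMIs, which left out no cell, 32.6% of goblet-like cells and 10.4% of T or innate lymphoid-like cells had a *Fer1l6* UMI. Without thinning, the shares were 54.0% and 22.0%, at median depths of 3581 and 2056 UMIs per cell.

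*Lgr5*, on chromosome 10 from 115450311 to 115587780, encodes a receptor of the Wnt pathway. Joint clustering gave no stem-like class to test it in, and among the 13 classes its median level was highest in proliferating epithelial-like cells, at 215 CPM. With each library clustered on its own, chosen after the data had been seen, a stem-like class of 519 to 1434 cells per library was named in libraries 1 to 5 from markers other than *Lgr5*. In it *Lgr5* was higher than in all other cells in 5 of 5 libraries, with a median log2 ratio of 2.88 (1.95 to 3.86, exact p = 0.063, which is the smallest p that 5 libraries allow, adjusted p = 0.080). After thinning to 1000 UMIs, 18.1% of these stem-like cells and 3.94% of T or innate lymphoid-like cells had an *Lgr5* UMI (33.0% and 10.7% without thinning, at median depths of 3443 and 2257 UMIs). The thinned share differed widely between libraries, from 4.05% to 30.0% with a median of 28.9% in stem-like cells, and from 0.676% to 5.25% with a median of 3.71% in T or innate lymphoid-like cells.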

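The named class nearest to the paper's regenerative epithelial cells was the proliferating epithelial-like class, with 7257 cells in 6 libraries. It was named from raised cell cycle genes such as *Mki67*, *Top2a* and *Kif15*. The marker lists also had a regenerative (fetal-like) epithelial class, which the reported settings did not name. Without the mitochondrial filter it was named, with 1367 cells and up to 10.75% of a library. With the reported settings, a colonocyte-like cluster of 665 cells had this class as the second in its markers. The genes named were not tested in it. The proliferating epithelial-like class also held cells with stem markers. Of its 3 clusters, that of 2356 cells, 90.8% of them from library 4, had *Lgr5* and no cell cycle marker of the list among its 10 leading genes and had 4 stem markers raised, and that of 1943 cells had 6 stem markers raised. *Ccnd1*, which encodes cyclin D1, lies on chromosome 7 from 144929931 to 144939925. Its level was higher in this class than in all other cells in 6 of 6 libraries, with a median log2 ratio of 1.40 and a range of 0.07 to 1.93 (exact sign-flip test, p = 0.031, adjusted p = 0.063). With each library left out in turn, the median stayed between 1.36 and 1.45. Under some other settings, *Ccnd1* was higher in 5 of 6 libraries (exact p = 0.063 in each). Its lowest ratio was then -0.34 with a fixed mitochondrial share of 15% and -0.35 with the top 15% taken over all libraries. It was -0.01 with the named genes kept for clustering. With the ribosomal-locus genes left out, chosen after the data had been seen, it was -0.55. The class had the highest median *Ccnd1* level of the 13 classes, at 60.8 CPM. *Ccnd2*, which encodes cyclin D2, lies on chromosome 6 from 127125162 to 127152193. It was higher in 5 of 6 libraries, with a median log2 ratio of 1.21 and a range of -0.75 to 1.70 (exact p = 0.063, adjusted p = 0.1). Its median level was 188 CPM in this class and 264 CPM in T or innate lymphoid-like cells, which had the highest level. Library 5 had the lowest ratio for both genes. In that library 315 cells were in the class, and 2104 cells with raised stem and cell cycle markers were in an unnamed cluster and so among all other cells. Library 1 had 43 cells of the class. This number depended on the setting and was 1898 with a minimum of 500 detected genes, where the log2 ratio of *Ccnd2* in library 1 was 0.95 instead of 0.81. With each gene scaled within each library before clustering, *Ccnd1* was higher in 6 of 6 libraries (median 1.45) and so was *Ccnd2* (median 1.22), and the adjusted p was 0.0417 for both in the exact test. In library 5 this rested on 107 cells of the class. With the ribosomal-locus genes also left out, a setting chosen after the data had been seen, *Ccnd2* was higher in 5 of 6 libraries (exact p = 0.063, adjusted p = 0.083). After thinning each cell to 1000 UMIs, 4.30% of the cells of the class had a *Ccnd1* UMI against 1.57% of T or innate lymphoid-like cells, and 15.5% had a *Ccnd2* UMI against 22.4%. The unthinned shares were 14.9% and 5.71% for *Ccnd1* and 40.2% and 39.4% for *Ccnd2*, at median depths of 3563 UMIs per cell in the class and 2056 in T or innate lymphoid-like cells. The paper treats both cyclin genes as proliferation markers of its regenerative epithelial cells (Fig. 5b).

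**Figure D2:**
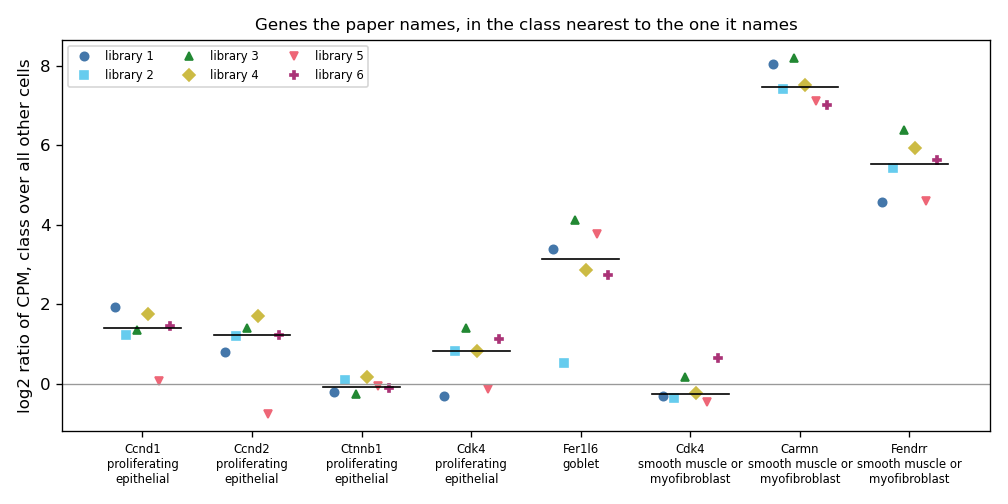
Log2 ratio of a gene's CPM in a cell class over its CPM in all other cells of the same library (vertical axis), for each gene that the paper names and the class nearest to the one it names. Points are libraries 1 to 6, whose diet is not known here, black lines are medians, and the grey line marks equal levels. *Carmn* and *Fendrr* lie far above the line in all 6 libraries, *Ccnd1* and *Fer1l6* lie above it in all 6, and *Ctnnb1* lies around it.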

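*Ctnnb1*, on chromosome 9 from 120929216 to 120960507 of GRCm38 (GENCODE M21), showed no established direction in the proliferating epithelial-like class. It was higher than in all other cells in 2 of 6 libraries, with a median log2 ratio of -0.08 and a range of -0.27 to 0.17 (exact sign-flip test, p = 0.375, adjusted p = 0.429). Against the other cells of named epithelial classes alone, it was higher in 1 of 6 libraries. The median was -0.42 (exact p = 0.125, adjusted p = 0.125). This comparison left out the unnamed clusters, among them 6724 cells of library 2 in a cluster with *Muc2*, *Spdef* and *Agr2* raised. The median level of *Ctnnb1* was 137 CPM in the proliferating epithelial-like class, the third highest of the 13, and 227 CPM in colonocyte-like cells, the highest. The share of cells with a *Ctnnb1* UMI gave no clear direction. As a median over the libraries, it was 1.28 percentage points higher in the class than in the other cells without thinning, in 4 of 6 libraries (exact p = 0.594, adjusted p = 0.679). It was 0.0765 points higher after thinning each cell to 1000 UMIs, in 3 of 6 libraries (exact p = 0.656, adjusted p = 0.75), and differed by -0.23 points after thinning to 500 UMIs, with a higher share in 1 of 6 libraries (exact p = 0.219, adjusted p = 0.25). Over all cells of the class, 11.8% had a *Ctnnb1* UMI after thinning to 1000 UMIs against 9.80% of T or innate lymphoid-like cells, and 36.8% against 23.2% without thinning. With each library clustered on its own, chosen after the data had been seen, the thinned shares were 9.91% and 10.7%.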

Beyond these proliferation markers, *Ctnnb1* was also annotated as a marker gene for this population. *Ctnnb1* encodes the core transcriptional effector of the Wnt signaling pathway, which serves as a master upstream regulator of *Ccnd1* and *Ccnd2*. 

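To place these genes among all genes, the median log2 ratio between proliferating epithelial-like cells and all other cells was computed for the 17052 genes with at least 10 UMIs in every library. On the percentile scale of these genes, *Ccnd1* stood at 97.5 and *Ccnd2* at 96.1. *Cdk4* stood at 89.8, with a median log2 ratio of 0.82, a range of -0.32 to 1.40 and a higher level in 4 of 6 libraries (exact sign-flip test, p = 0.125, adjusted p = 0.167). *Ctnnb1* stood at 36.5, below the median of all genes, whose log2 ratio was 0.13. With each gene scaled within each library, *Ccnd1* was at percentile 97.5, *Ccnd2* at 95.8, *Cdk4* at 93.2 and *Ctnnb1* at 41.6.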

The co-markers of *Ctnnb1* with its downstream targets further supports the identity of this cluster as a regenerative epithelial population actively involved in Wnt-driven crypt regeneration and growth (Fig. 5b). Given that CON mice exhibited more mature colonic crypt morphology (deeper crypts) compared to the MAL group (Fig. 1b), these findings suggest that MAL treatment impairs colon development of mice. We therefore focused on regenerative epithelial cell population that exhibit high proliferative activity and serve as the key interface for microbial metabolite interactions. Differential gene analysis revealed that MAL treatment strongly suppressed the gene expression in regenerative epithelial cells, with 2852 genes significantly down-regulated and only 77 genes up-regulated (*P* < .05) (Fig. S11). Then, functional enrichment and pathway analysis further revealed MAL treatment primarily disrupted pathways related to metabolism (Fatty acid metabolism, Citrate cycle (TCA cycle), Propanoate metabolism and Butanoate metabolism), environmental information processing (Wnt signaling pathway as the dominant pathway directly regulating cell cycle progression and proliferative activity), and cellular processes (Cell cycle, focal adhesion and adherens junction) (*P* < .05) (Fig. 5c). Finally, guided by the reduced microbial SCFA production in MAL-treated mice, we next examined host colonic epithelial pathways involved in fatty acid metabolism and energy generation to establish a coherent link between microbial metabolites and host epithelial utilization (Fig. 5d). This suppression targeted key enzymes in butanoate metabolism (e.g. *Acsm3, Acads, Echs1*) and propanoate metabolism (e.g. *Pccb, Aldh6a1*), thereby blocking the microbial synthesis of SCFAs and their subsequent conversion into cellular energy. This upstream impairment further disrupted downstream oxidative phosphorylation (via reduced expression of *Sdha-d* and *Idh3a-c*, critical for electron transport and TCA cycle function) and TCA cycle activity (suppressed *Cs, Acly, Mdh1*, and *Fh1*), preventing efficient ATP production from SCFA-derived acetyl-CoA. These above functional insights delineate the specific molecular cascades disrupted within the metabolic pathways.

**Figure 5:**
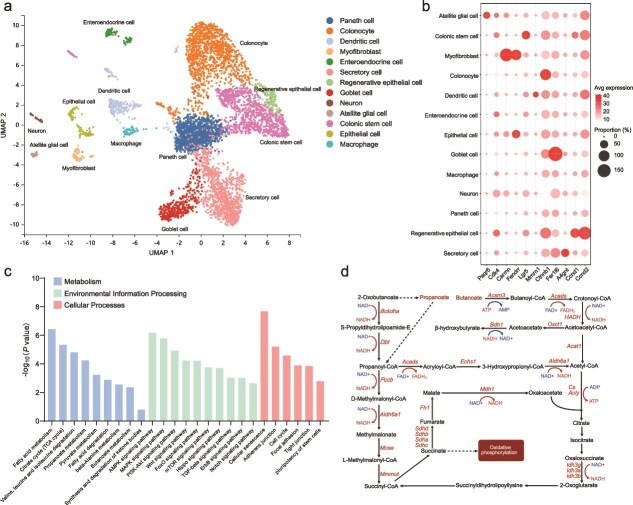
Construction of the single-cell landscape of the colonic cells from mice in the CON and MAL groups. (a) UMAP visualization of colonic single-cell populations in the CON and MAL groups. (b) The identification of marker genes in the different cell populations. (c) Functional enrichment analysis of differentially expressed genes in the regenerative epithelial cells. Top 3 enriched pathways for each category: metabolism—fatty acid metabolism, citrate cycle (TCA cycle), valine/leucine/isoleucine degradation, propanoate metabolism and pyruvate metabolism; environmental information processing—AMPK signaling pathway, MAPK signaling pathway, PI3K-Akt signaling pathway and Wnt signaling pathway; cellular processes—cellular senescence, adheres junction, and cell cycle. (d) The difference of schematic of critical metabolic pathways in the regenerative epithelial cells of colon. *Bckdha*: branched chain keto acid dehydrogenase E1 subunit alpha; *Dbt*: dihydrolipoamide branched chain transacylase E2; *Pccb*: propionyl-CoA carboxylase subunit beta; *Aldh6a1*: aldehyde dehydrogenase family 6, subfamily A1; *Mcee*: methylmalonyl-CoA epimerase; *Mmmut*: methylmalonyl-CoA mutase; *Acads*: acyl-CoA dehydrogenase short chain; *Echs1*: enoyl-CoA hydratase, short chain 1; *Fh1*: fumarate hydratase 1; *Sdhd*: succinate dehydrogenase complex subunit D; *Sdhb*: succinate dehydrogenase complex iron sulfur subunit B; *Sdha*: succinate dehydrogenase complex flavoprotein subunit A; *Sdhc*: succinate dehydrogenase complex subunit C; *Mdh1*: malate dehydrogenase 1; *Acsm3*: acyl-CoA synthetase medium-chain family member 3; *HADH*: hydroxyacyl-CoA dehydrogenase; *Bdh1*: 3-hydroxybutyrate dehydrogenase 1; *Oxct1*: 3-oxoacid CoA-transferase 1; *Acat1*: acetyl-CoA acetyltransferase 1; *Cs*: citrate synthase; *Acly*: ATP citrate lyase; *Idh3g*: isocitrate dehydrogenase (NAD (+)) 3 non-catalytic subunit gamma; *Idh3a*: isocitrate dehydrogenase (NAD (+)) 3 catalytic subunit alpha; *Idh3b*: isocitrate dehydrogenase (NAD (+)) 3 non-catalytic subunit beta.

The activity of cell cycle and proliferation pathways was further evaluated by measuring related protein expression levels via immunofluorescence staining and western blot (Fig. 6). The protein expression level of CTNNB1 (β-catenin) (*P* < .05) (Fig. 6a, Fig. S10), the core nuclear effector of Wnt signaling, was significantly reduced in the MAL group compared to the CON group. A parallel decrease was observed in key downstream proliferative portions including CCND1, CCND2 and CDK4 (*P* < .05) (Fig. 6b–d, Fig. S10). The expression of ASCL2 and LGR5 as two proteins critical for maintaining the self-renewal and differentiation capacity of gut stem cells at the crypt base was also suppressed by the MAL diet (*P* < .05) (Fig. 6e and f, Fig. S12). We initially performed Procrustes analysis, and the result revealed a significant concordance between the rumen metabolomic profile and the microbiome. In addition, metabolomic samples were also distinctly separated according to treatment groups.

**Figure 6:**
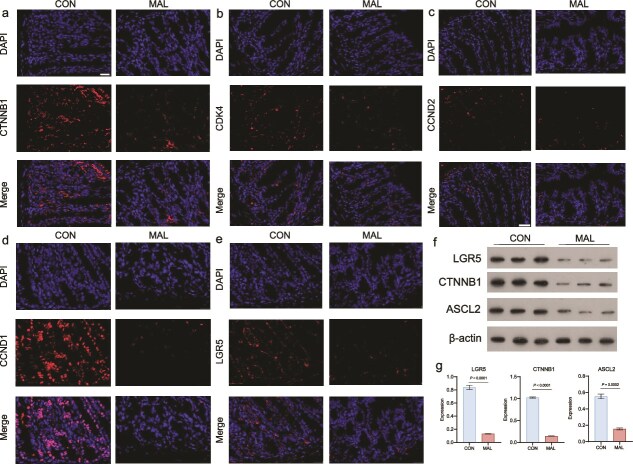
The expression levels of signature genes at the protein level between the CON and MAL groups. (a–e) immunofluorescence of CTNNB1, CDK4, CCND2, CCND1, and LGR5. The white scale bar indicates a length of 20 μm and corresponds to all images. (f) The protein expressions of the LGR5, CTNNB1 and ASCL2 detected by Western blot. (g) Quantification of Western blot bands. Statistical significance between the two groups was determined at *P* < .05.

## Discussion

Child malnutrition remains a global public health crisis, severely impeding human development and the achievement of sustainable development goals. Although progress has been made in addressing food shortages, nutritional imbalance—characterized primarily by poor dietary quality, insufficient protein and fat intake, and excessive carbohydrates—has emerged as a key driver of chronic stunting and related disorders. Here, by developing an isocaloric, nutritionally imbalanced diet, we successfully established a mouse model of chronic malnutrition in young animals, recapitulating the core features of this condition [10, 11]. Our study mechanistically demonstrates how dietary quality, rather than energy deficit alone, disrupts host homeostasis. Through integrated multi-omics analyses, combined with histological and biochemical assessments, we systematically unveil how nutritional imbalance perturbs the structure, function and stability of the gut microbial community, thereby impairing colonic development, metabolic homeostasis and signal transduction, ultimately leading to growth impairment.

Our findings of phenotype underscore the profound systemic impact of dietary quality on host growth and development. Mice fed the MAL diet exhibited not only significantly reduced body weight, body length, and liver mass, but also severe oxidative stress, systemic inflammation, and immune suppression, which likely exacerbated tissue damage and growth impairment [27, 28]. The marked decrease in IGF-1—a key anabolic hormone closely linked to growth—likely constitutes a major contributor to the observed growth impairment. This finding aligns with reports of low circulating IGF-1 levels in stunted individuals, further supporting its pivotal role [29, 30]. In addition, we identified a structural defect in the colon characterized by reduced crypt depth, suggesting that malnutrition-induced damage may originate in the gut and subsequently disseminate throughout the organism [8]. According to the results related to gut microbiome, the central finding of this study might establish the gut microbiota as a critical intermediary linking nutritionally imbalanced diets to host malnutrition. The 16 s rRNA sequencing revealed that the MAL diet induced a marked reduction in the diversity, richness, maturity, and stability of the murine gut microbial ecosystem. Due to the severe deficiency of multidimensional nutrients (protein, fat, and fiber) in the MAL diet, the sole carbon source deprived metabolically versatile bacteria of diverse metabolic substrates necessary for proliferation, leading to the loss of their dominant ecological niches and an inability to persist long-term in the gut. The previous studies have proved that diets rich in fiber and proteins could enhance microbial diversity and increase the abundance of secondary metabolic bacteria in the gut [31, 32]. In contrast, the absence of such dietary components suppresses these microbial features [33]. These findings align closely with our study observations. Together, these results underscore the indispensable role of dietary fiber and protein in sustaining a healthy gut microbial homeostasis. Building on this, functional profiling of the gut microbiota via metagenomics and targeted metabolomics uncovered the underlying mechanisms by which nutritional imbalance impairs microbial metabolic function. We observed a significant suppression of the *Dubosiella* genus, including species such as *Dubosiella_sp* and *Dubosiella_muris*, in MAL-fed mice. As an efficient producer of SCFAs, *Dubosiella* is implicated in beneficial microbial functions [34, 35]. This suggested that the MAL diet impairs key metabolic pathways by reducing the abundance of critical functional bacteria. As expected, our analyses indicated that MAL intervention elicited a concerted remodeling of microbial metabolism, predominantly affecting carbohydrate utilization, SCFAs biosynthesis, and amino acid metabolism negatively. Conversely, we also observed a significant enrichment of methane biosynthesis pathways in the gut microbiota of MAL-fed mice, although increased methane synthesis is often associated with energy loss in large livestock animals [36, 37], its impact on host energy deposition in a mouse model warrants further careful evaluation. Thus, the observed metabolic shift of methane might also partially be accounted for the reduced weight of mice in this study. In addition, we observed a convergent homogenization of gut microbial metabolic functions in independent animal models of gut disorders [38, 39] and suboptimal health [13, 40], which implied that malnutrition might inflict chronic injury to the host, particularly within the gut niche.

Leveraging scRNA-seq, we interrogated the mouse colon tissue at cellular resolution. Our analysis identified regenerating epithelial cells as the key responders to nutritional imbalance. Within the population of this cell, which possesses high proliferative potential [41, 42], we observed a broad suppression of gene expression programs in the MAL group. Specifically, this suppression occurred at two levels: first, the inhibition of cellular energy metabolism, evidenced by significantly downregulated expression of key SCFA-utilizing enzyme genes (such as *Acsm3* and *Aldh6a1*) in colonic epithelial cells. This subsequently led to suppressed expression of core genes in the TCA cycle (*Cs, Acly, Mdh1*) and oxidative phosphorylation pathway (*Sdha-d, Idh3a-c*), ultimately resulting in the cell’s inability to efficiently convert microbial-derived fuels into ATP required for development [43, 44]. In contrast, the suppression also targeted the canonical Wnt/β-catenin signaling pathway, which governs gut stem cell self-renewal and crypt proliferation [45]. The key effector CTNNB1 [46], its downstream target genes (CCND1, CCND2, CDK4) [47], and stem cell markers (LGR5, ASCL2) [48, 49] were consistently downregulated at both the transcriptional and protein levels. We next sought to delineate how reduced SCFA availability, resulting from microbial dysbiosis, mechanistically contributes to the suppression of Wnt/β-catenin signaling and the consequent colonic epithelial defects observed in our MAL model. Once taken up by colonocytes, SCFAs produced by microbiome are activated to their corresponding acyl-CoA derivatives by enzymes (involved in butyrate activation), which was significantly downregulated in the MAL group (Fig. 5d). These acyl-CoAs enter the TCA cycle via multiple metabolic enzymes to generate ATP required for β-catenin stabilization and nuclear translocation, thereby promoting its expression. Recent studies have provided direct evidence linking SCFAs to Wnt pathway activation: supplementation with SCFAs produced by *Ruminococcaceae* has been shown to promote intestinal stem cell proliferation by activating the Wnt/β-catenin signaling pathway [50]. In addition, SCFAs themselves can also function as histone deacetylase inhibitors, thereby altering chromatin accessibility and influencing the expression of genes involved in Wnt/β-catenin signaling [51]. Specific TCA cycle intermediates derived from SCFA metabolism, such as α-ketoglutarate, can also modulate Wnt/β-catenin signaling through DNA methylation and other mechanisms, thereby promoting intestinal epithelial regeneration [52, 53]. Thus, the SCFA deficiency induced by nutritional imbalance suppress Wnt/β-catenin signaling through impaired energy supply and reduced availability of SCFAs and their secondary metabolites as signaling molecules, ultimately impairing epithelial regeneration. In contrast, one study demonstrated that a *Bacillus subtilis*-derived metabolite enhances intestinal barrier integrity via the GADD45A-Wnt/β-catenin pathway, independently supporting our observation that this signaling cascade is critical for gut homeostasis [54]. In addition, a recent study demonstrated that β-glucuronidase-expressing *Lactobacillus reuteri* depletes the regenerative epithelial stem/progenitor pool during chemotherapy-induced enterotoxicity [55], whereas another reported that microbiota-sourced purines synergize with butyrate to support colonic energy metabolism and wound healing [56]. These findings align with our observations that microbial metabolic activities are closely linked to intestinal homeostasis and regenerative capacity.

In this study, it was a limitation that we used broad-spectrum antibiotics to deplete the gut microbiota prior to dietary intervention. Although this approach was chosen to standardize the microbial baseline, antibiotic treatment itself may transiently affect host physiology [57]. Because both CON and MAL groups underwent identical antibiotic treatment, any non-specific effects were equally distributed. Nevertheless, we acknowledge that future studies using germ-free or gnotobiotic mouse models would more definitively establish causality without antibiotic confounders [58]. Another limitation is the exclusive use of a mouse model. Caution is warranted when extrapolating to human malnutrition due to differences in gut microbiota composition [59], developmental timelines, and dietary responses between species [60, 61]. Future translational studies including human cohorts, intestinal organoids [62] and fecal microbiome transplantation from malnourished children are essential to validate our findings [63]. Finally, only female mice were used in this study. Although this minimized hormonal confounding, sex is known to influence microbiota composition and host metabolism [64]. The absence of male mice precludes assessment of sex-specific effects, and future studies should include both sexes.

In summary, this study demonstrates that dietary nutritional imbalance, independent of caloric intake, triggers a cascade of ecological disruptions within the gut microbiome—reducing diversity, destabilizing community structure, and suppressing beneficial metabolic outputs. These microbial perturbations, in turn, impair host colonic energy metabolism and suppress Wnt/β-catenin-mediated epithelial renewal, ultimately leading to stunted growth. Our findings underscore the importance of considering the gut microbial ecosystem as a key factor in early-life host development, and offer a framework for understanding how nutritional stress shapes host health through host–microbe interactions.

## Supplementary Material

Supplemental_Material_wrag135

## Data Availability

The 16S rRNA gene sequencing and metagenomic sequencing data generated in this study have been deposited in the NCBI Sequence Read Archive (SRA) under BioProject accession number PRJNA1449717 (https://www.ncbi.nlm.nih.gov/bioproject/?term=%20PRJNA1449717). The single-cell RNA sequencing data are available under GEO accession number GSE328617 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=gse328617).

# Supplementary material for: Early life nutritional imbalance impairs colonic epithelial regeneration through gut microbiota dysbiosis and metabolic suppression
**Source:** ISME J. 2026 May 29;20(1):wrag135. doi: 10.1093/ismejo/wrag135
**Supplement:** Supplemental_Material_wrag135

Table S1 Nutritional components and ingredient of different mouse diet

|  | AIN-93G | | CON 13% Cellulose Diet (93G) | | MAL 4% Protein 2% Fat Diet | |
| --- | --- | --- | --- | --- | --- | --- |
| **Nutritional composition** | **gm%** | **kcal%** | **gm%** | **kcal%** | **gm%** | **kcal%** |
| Protein | 20.30% | 20.30% | 20.30% | 22.07% | 4.67% | 4.95% |
| Carbohydrate | 63.95% | 63.95% | 55.95% | 60.81% | 85.16% | 90.28% |
| Fat | 7.00% | 15.75% | 7.00% | 17.12% | 2.00% | 4.77% |
| Total |  | 100.00% |  | 100.00% |  | 100.00% |
| kcal/gm | 4.00 |  | 3.68 |  | 3.77 |  |
|  |  |  |  |  |  |  |
| **Ingredient** | **gm** | **kcal** | **gm** | **kcal** | **gm** | **kcal** |
| Casein | 200 | 800 | 200 | 800 | 46 | 184 |
| L-Cystine | 3 | 12 | 3 | 12 | 0.7 | 2.8 |
| Corn Starch | 397.486 | 1589.944 | 249.486 | 997.944 | 533.94 | 2135.76 |
| Maltodextrin | 132 | 528 | 200 | 800 | 200 | 800 |
| Sucrose | 100 | 400 | 100 | 400 | 107.7 | 430.8 |
| Cellulose | 50 | 0 | 130 | 0 | 50 | 0 |
| Soybean Oil | 70 | 630 | 70 | 630 | 20 | 180 |
| Vitamin Mix V10037 | 10 | 40 | 10 | 40 | 10 | 40 |
| Mineral Mix S10022G | 35 | 0 | 35 | 0 | 0 | 0 |
| Mineral Mix, w/o Ca & P | 0 | 0 | 0 | 0 | 13.4 | 0 |
| Calcium Phosphate, dibasic | 0 | 0 | 0 | 0 | 12 | 0 |
| Calcium Carbonate | 0 | 0 | 0 | 0 | 3.75 | 0 |
| TBHQ | 0.014 | 0 | 0.014 | 0 | 0.01 | 0 |
| Choline Bitartrate | 2.5 | 0 | 2.5 | 0 | 2.5 | 0 |
| Total | 1000 | 4000 | 1000 | 3680 | 1000 | 3773 |

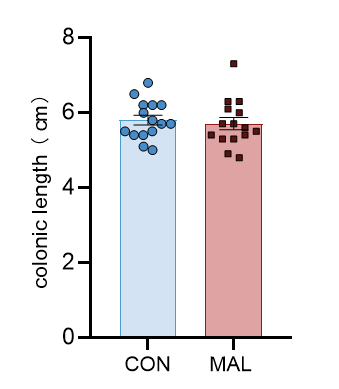

**Fig. S1** The difference of colonic length between the CON and MAL groups.

**
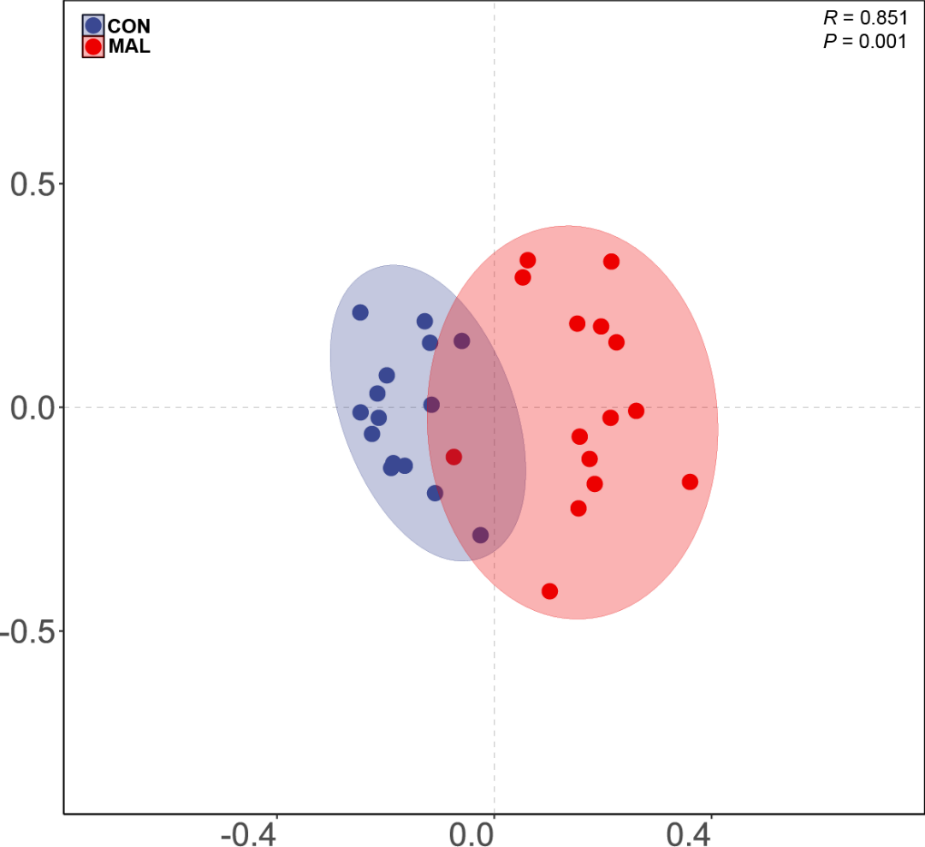
**

**Figure S2** The principal component analysis (PCA) of serum parameters in the CON and MAL groups.

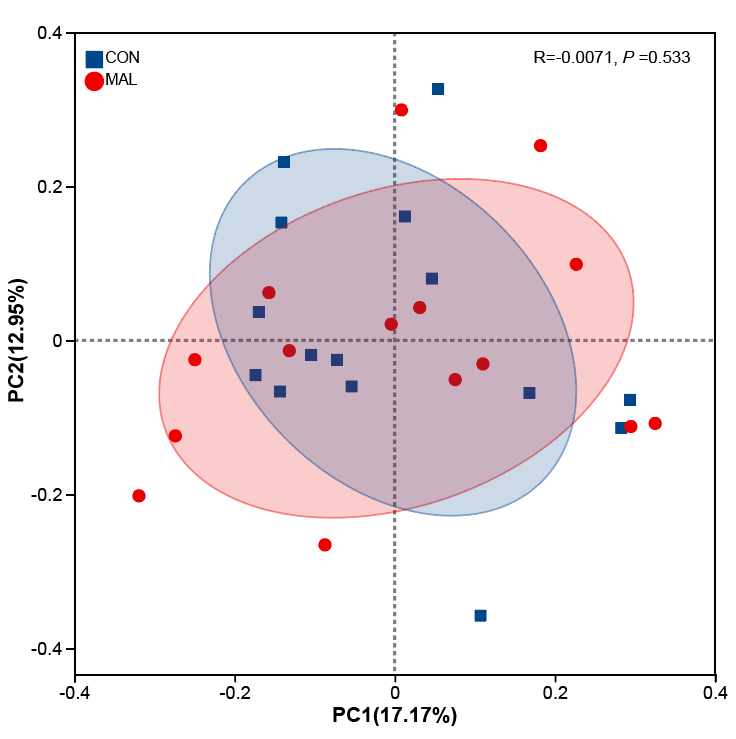

**Fig. S3** Principal coordinates analysis (PCoA) of gut microbial community structure in the CON and MAL groups at baseline prior to dietary intervention.

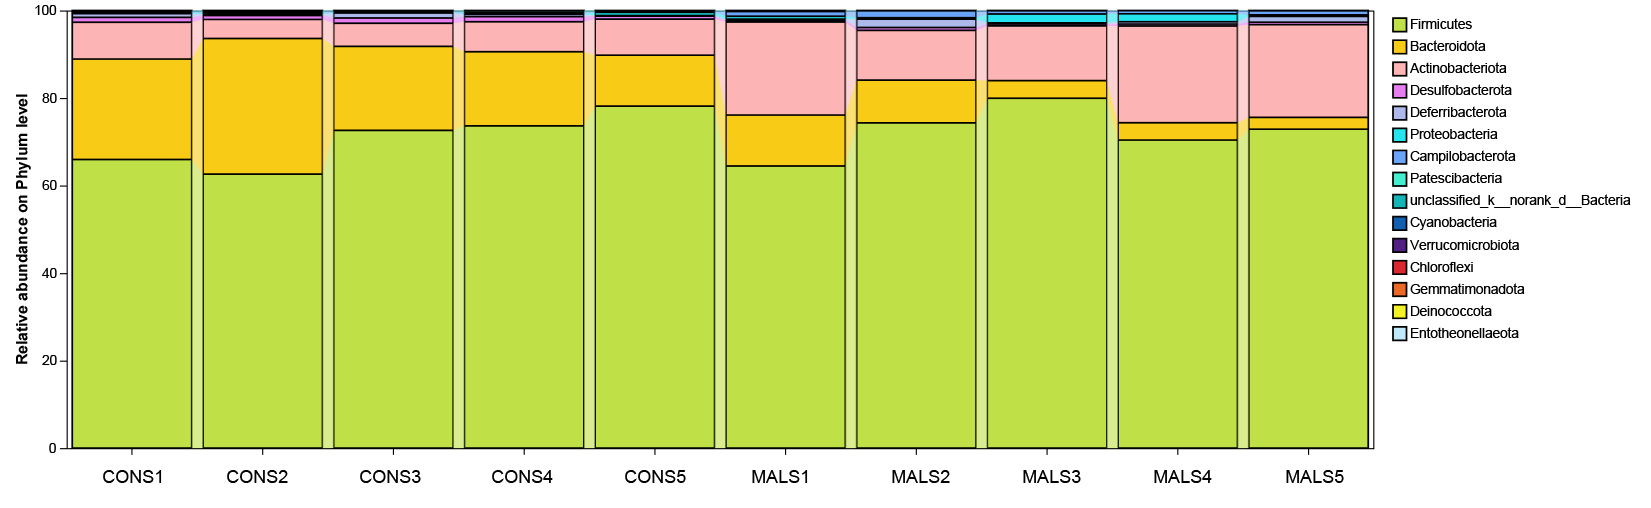

**Fig.** **S4** The composition of microbiota at the phylum level in the CON and MAL groups across the five timepoints.

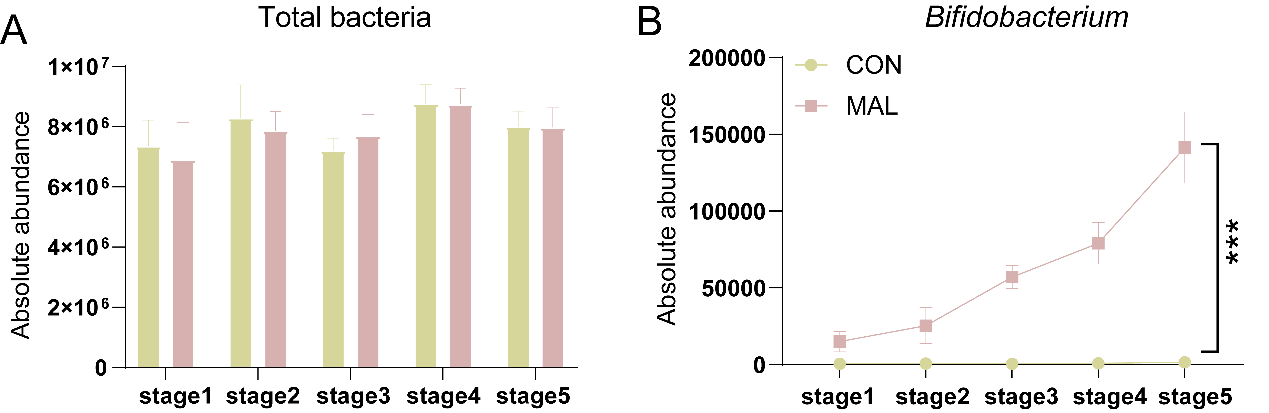

**Fig. S5** The absolute abundance of microbiota between the groups. **A** The absolute abundance of total bacteria. B The absolute abundance of *Bifidobacterium*.

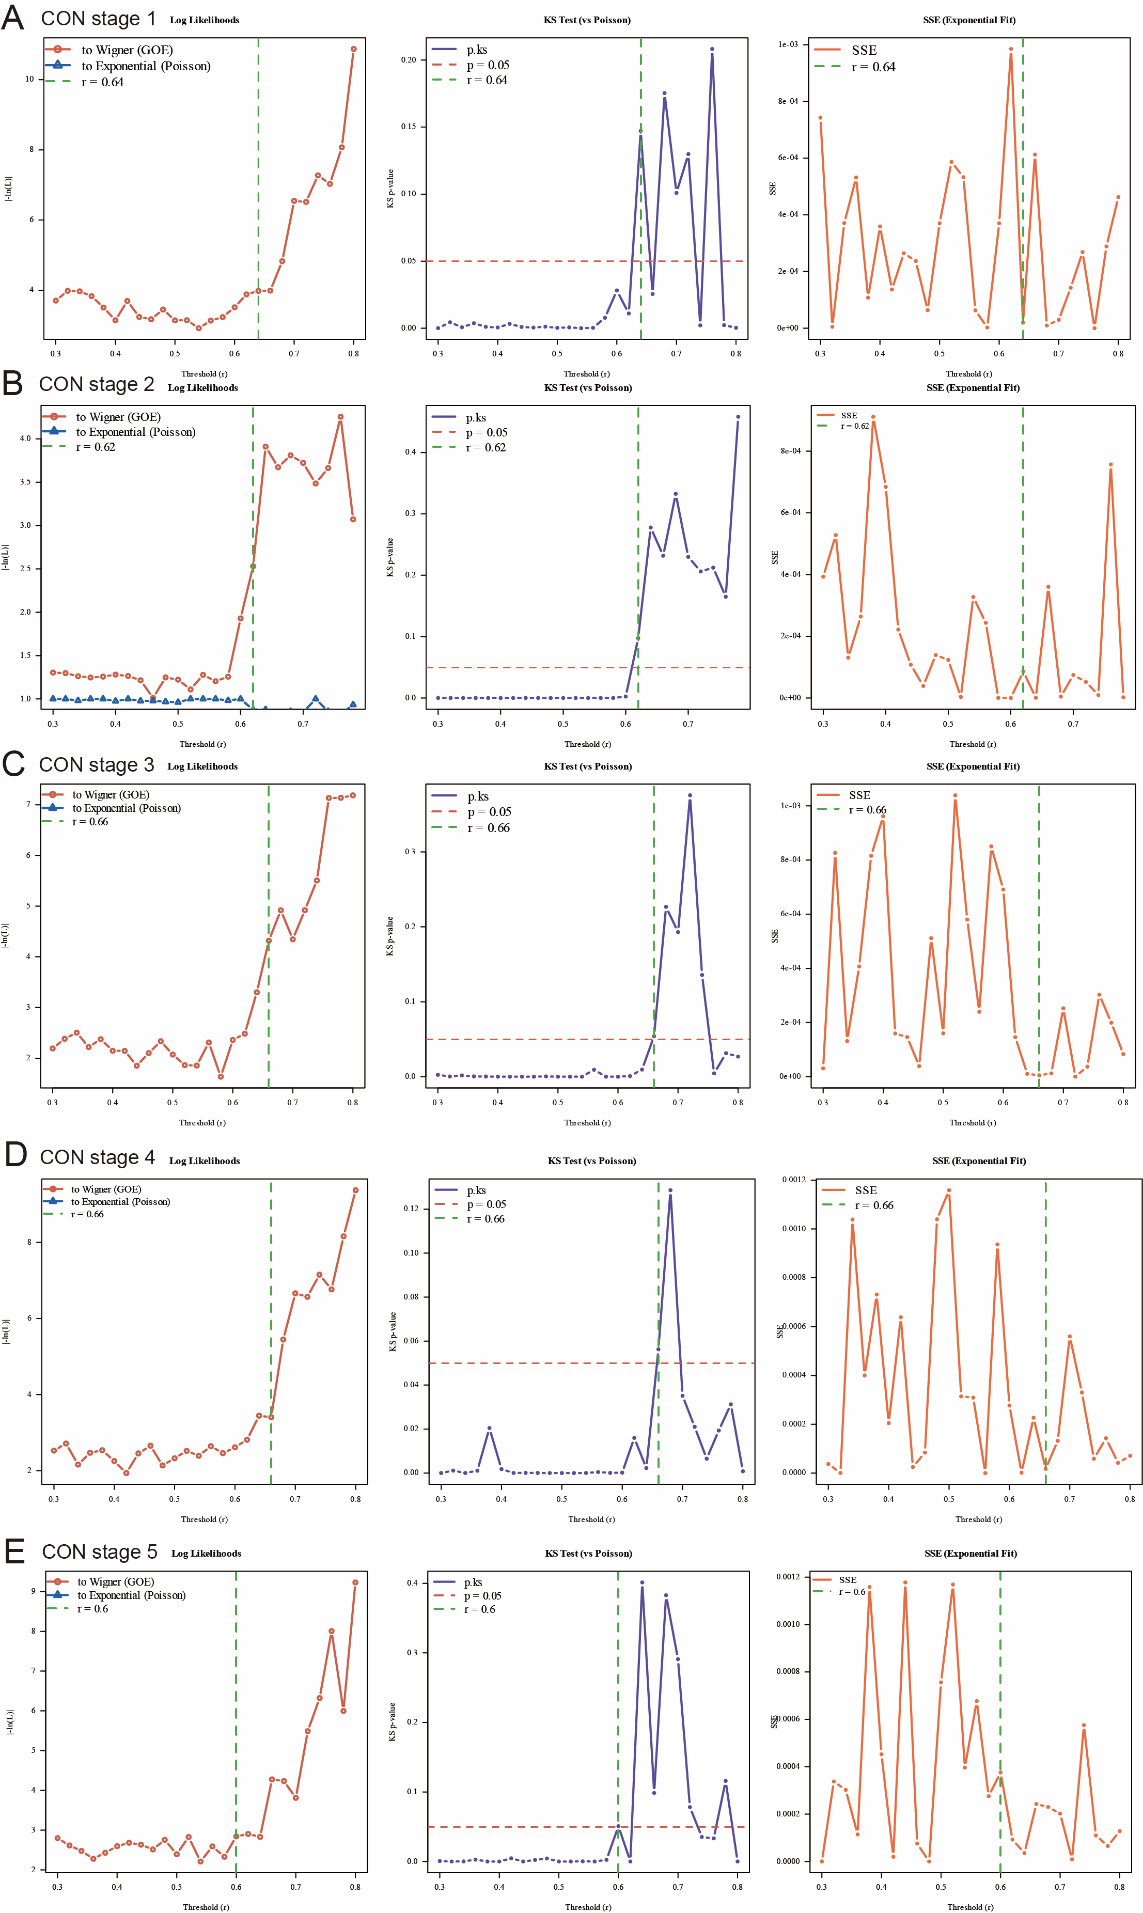

**Fig. S6** Random Matrix Theory (RMT) diagnostic plots for determining the correlation threshold across the timepoints of the CON group.

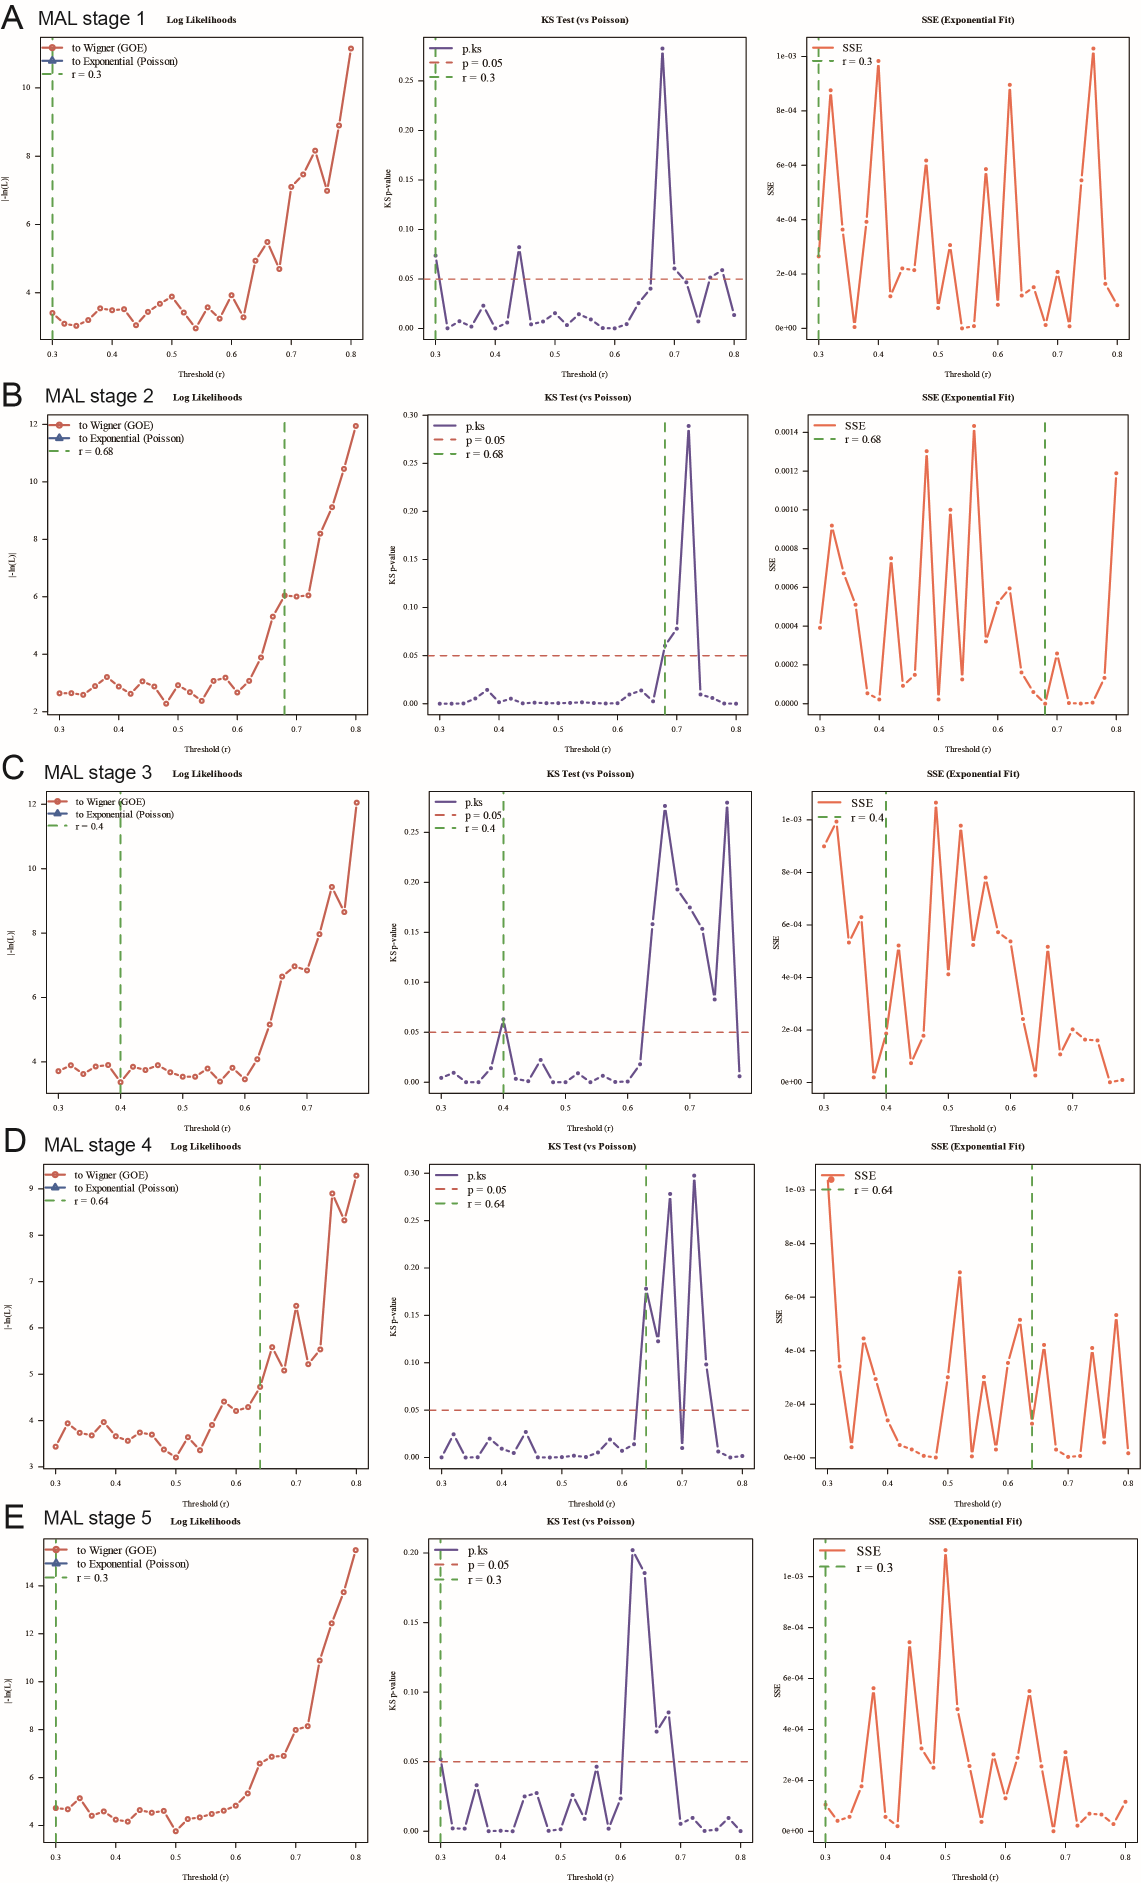

**Fig. S7** Random Matrix Theory (RMT) diagnostic plots for determining the correlation threshold across the timepoints of the MAL group.

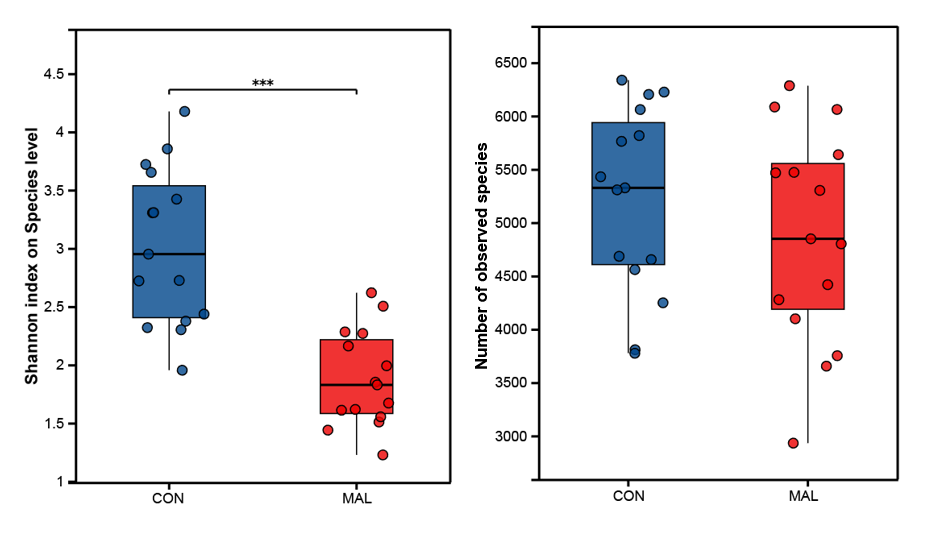

**Fig. S8** The comparisons of Shannon index and observed species between the CON and MAL groups.

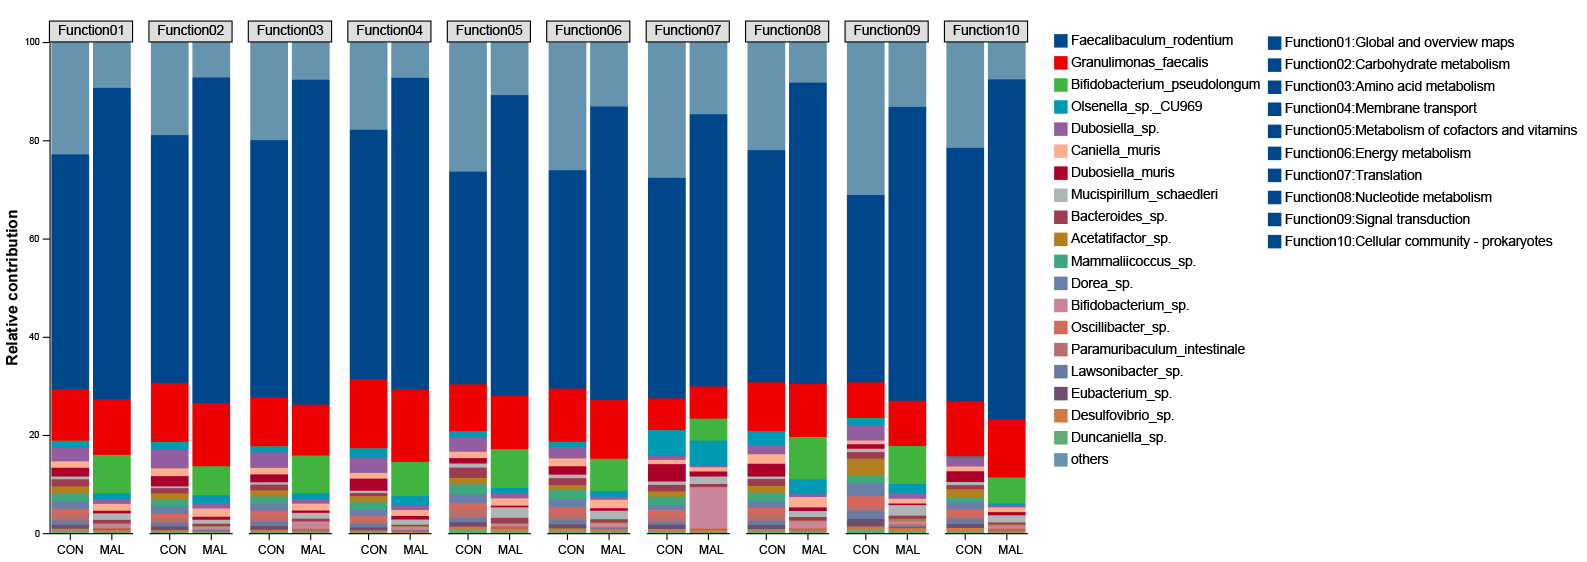

**Fig. S9** Species-level contributions to major microbial functions.

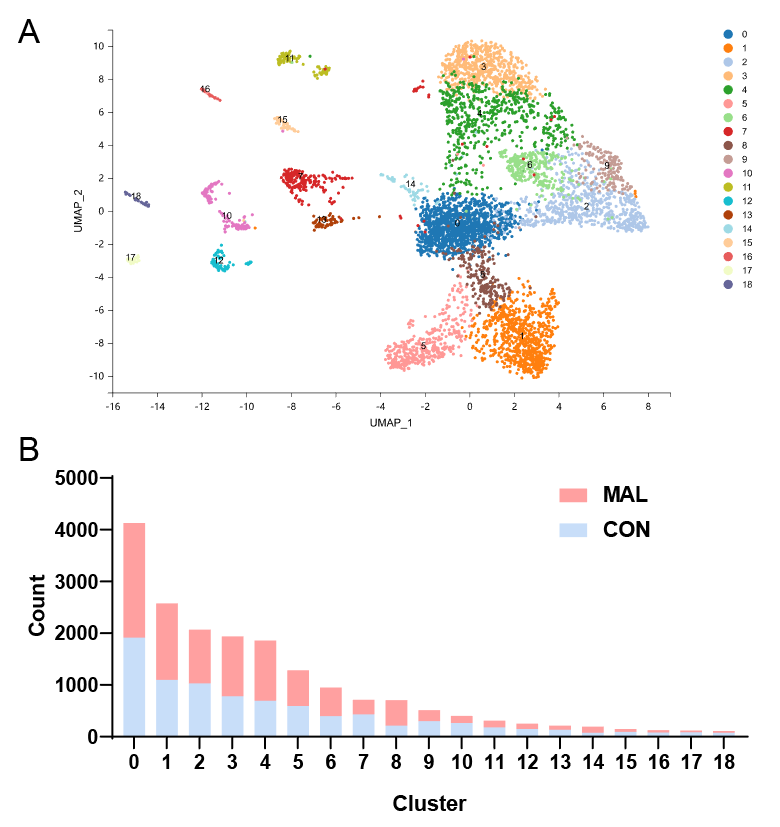

**Fig. S10** Basic information about cell clustering. **A** UMAP dimensionality reduction plot showing the distribution of cell clusters in the Con and MAL groups. **B** Comparative composition of cell types across the two groups**.**

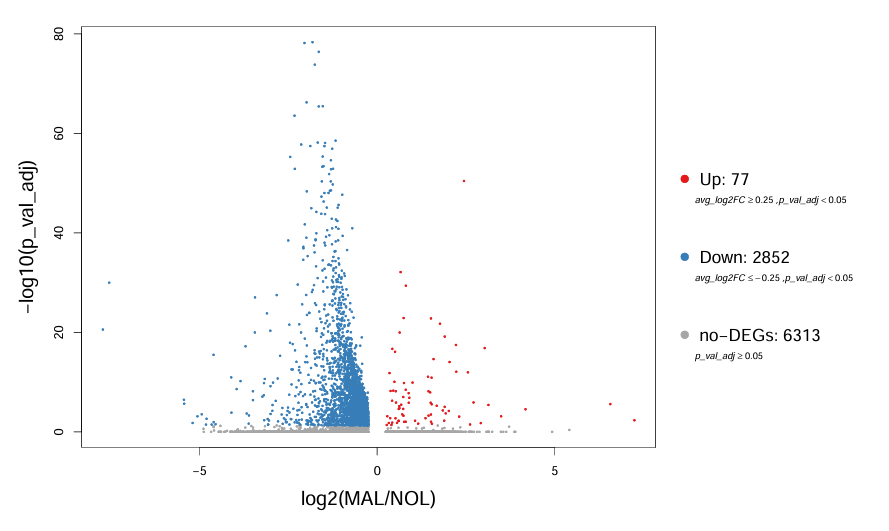

**Fig. S11** Volcano plot of differentially expressed genes (DEGs) in regenerative epithelial cells between the CON and MAL groups.

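A volcano plot shows 1 point per gene. Its horizontal axis gives the ratio of the gene's mean expression between the MAL and CON cells on a log scale, and its vertical axis gives the P value of the comparison, turned so that smaller P values lie higher. Genes to the left of the centre are lower in MAL cells and genes to the right are higher. According to the paper's methods, the comparison was made with the FindMarkers function of Seurat between the cells of both groups, and a gene had to pass a minimum log fold change, a minimum share of cells with the gene detected and an adjusted P value. In such a comparison each cell enters as an observation, so that the cells of 1 mouse count separately. The plot was not recomputed here, because the diet of each library is not known here.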

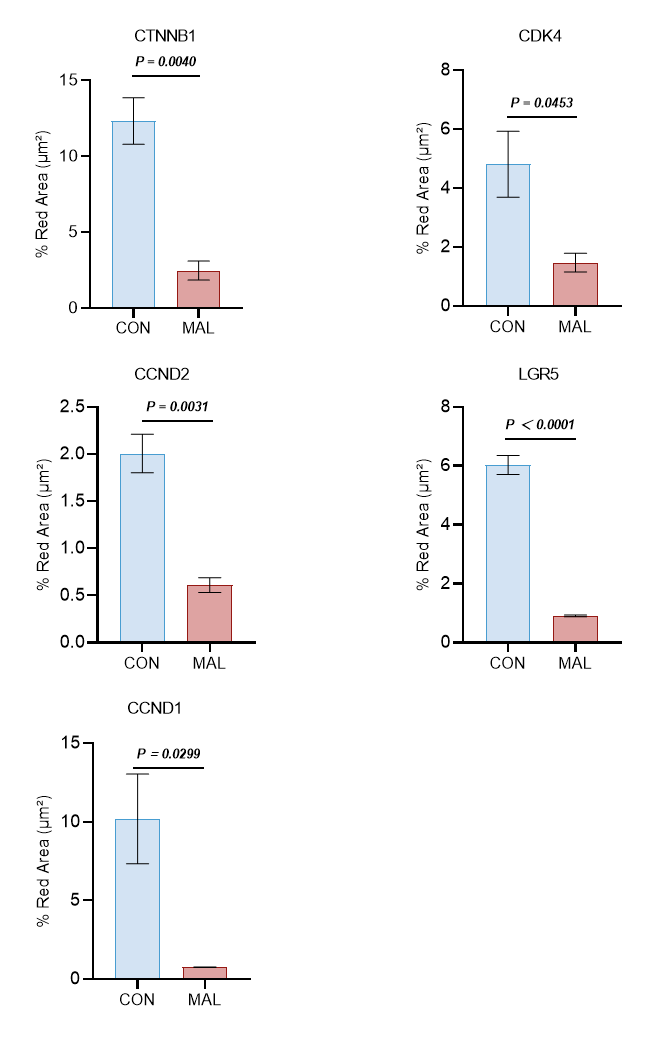

**Figure S12** The comparisons of red area in CTNNB1, CDK4, CCND2, LGR5 and CCND1.

How the deposited data were processed for this re-analysis (not part of the article)

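Single-cell RNA sequencing of colonic tissue from 6 mice was analysed. According to the paper, 3 mice came from the CON group and 3 from the MAL group, but no sample label or supplementary table used here gives the diet of a library. The names of the processed files carry group codes. A condition was not taken from the name of a file, so these codes were not used and no library was assigned to a diet. The libraries were numbered 1 to 6, and no comparison between diets was made. Results of the other assays of the paper were not analysed here.

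According to the authors' methods and the file headers, the deposited counts are raw gene-by-cell matrices written by the DNBelab_C4scRNA pipeline (version 1.0.1), in which the beads of a droplet are merged to a cell, and no normalization was applied to them. The methods do not say that UMIs rather than reads were counted, and this was taken from the pipeline and the header. The values are whole numbers of at least 1. The paper's text does not name the aligner, the genome build or the annotation. Between 25798 and 28349 genes were listed per library by symbol, 29934 in any library and 23554 in all of them. Gene positions are those of GENCODE M21 on GRCm38, matched by symbol, which may not be the annotation that the authors used. Library totals ranged from 34735267 to 66759176 UMIs, with a median of 47219688. The cells of the matrices summed to the paper's number of high-quality cells. Of these, 1 had fewer than 200 detected genes, and whether the other filters had already been applied could not be read from the matrices. No pair of libraries held the same counts.

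Cells with at least 200 detected genes were kept, the upper 0.1% by detected genes and the top 15% by mitochondrial share were removed within each library, and cells with the highest Scrublet scores (scanpy 1.11.5) were removed at 0.8% per 1000 cells. Scrublet marked 6293 cells at this rate, and 16103 cells were removed in all, some by more than a single filter. The paper used DoubletDetection, which was not used here. The rate was set after the automatic threshold of Scrublet had been seen to mark 0, 2, 745, 835, 0 and 0 cells in libraries 1 to 6. Counts were scaled to 10000 UMIs per cell and log-transformed, 2000 highly variable genes without the 34 genes named by the paper were scaled over all libraries (capped at 10), and 15 principal components, 20 nearest neighbours and the Leiden algorithm at a resolution of 0.8 (igraph 0.11.9) gave the clusters.

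Marker lists for 25 cell classes and the rule for the genes to report (every gene that the paper names for its single-cell data, the markers and 5 sex-linked genes) were fixed before the data were examined. The rule that turns markers into cluster names was set after the clusters had been seen. It went through 3 forms and was fixed before the ratios of the named genes were computed. In its last form, a cluster needed at least 3 markers of a class with a log2 ratio of at least 1 and UMIs in at least 5% of cells, and at least 50% of the class's markers or a marker among the 10 leading genes. A cluster with at least 3 of 16 listed repeat genes among its leading genes was left unnamed. The minimum of 20 cells of a class in a library was also set after the data had been seen. Names end in -like because they rest on markers alone.

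For each named gene and class, UMIs were summed per library, and the log2 ratio of CPM in the class over CPM in all other cells was taken with 1 CPM added to both. The two-sided exact sign-flip permutation test used the mean ratio over the libraries, with a smallest possible p of 0.031 for 6 libraries, and the p values were adjusted by the Benjamini-Hochberg method over the 8 pairs that gave a value. The list had 10 pairs. *Lgr5* in stem-like cells and *Mmrn1* in dendritic-like cells gave none, because no cluster was named so. Shares of cells have exact binomial 95% intervals and CPM values exact Poisson intervals. A count of 0 was given the limit that 3 counts allow. These intervals and limits cover counting error only. Shares of cells with a UMI are given beside the share in T or innate lymphoid-like cells. That share measures background from free RNA only for genes that these cells do not express. For *Ccnd2* it cannot be read as background, because these cells had the highest median level of the named classes. For the other named genes, *Ctnnb1* and *Cdk4* among them, expression by these cells was not told apart from free RNA. In T or innate lymphoid-like cells, the median depth was 2056 UMIs per cell.

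Besides the settings given here, 10 settings fixed before the data were examined and 6 chosen after were run for the clusters and classes, and 5 other measures were computed for the named genes. Sums for 24 metabolic and 6 Wnt and stem genes were also scaled by the TMM method of edgeR (version 4.0.16 in R 4.3.3). For a test on simulated data, 5400 cells of 6 classes were drawn, with 200 genes of 13313 changed by a log2 value of 1 in goblet-like cells. All 200 had the right direction, with median estimates of 0.99 for raised and -0.99 for lowered genes. Of the cells, 99.98% were given their own class. Every library drew a class from the same profile, with 150 cells per class, so differences between libraries were not simulated. The estimates used the simulated class labels rather than the recovered ones. The test therefore checks the computation only and cannot show how well clustering and naming work on these libraries. A list of 14 small-bowel enterocyte genes and a list of 8 posterior Hox genes were written before the levels of their genes were looked at. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.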

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

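Of the tests in this part, those of free RNA and of single posterior Hox genes or sums without 1 of them were chosen after the result had been seen. The libraries were searched for a value far from the others on 34 measures, by the gap to the nearest library as a share of the whole range. This share exceeded Dixon's 95% critical value for 6 libraries on 6 measures, while chance alone would give about 1.7 of 34. The measures are not independent of each other, and 5 of the 6 concern library 5. No library was assigned to a diet, so no biological explanation by diet was tested, and it stays open for each result.

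In library 5, B-like cells made up 7.24% of the cells (others 0.182% to 0.982%, share of the range 0.887), fibroblast-like cells 3.48% (others 0.198% to 1.06%, 0.738) and mesothelial-like cells 3.06% (others 0.168% to 0.726%, 0.807). Library 5 had the highest B-like share in 17 of 17 settings, the highest fibroblast-like share in 16 of 16 settings that gave the class and the highest mesothelial-like share in 17 of 17. Over the other settings, its share ranged from 5.76% to 8.08%, from 2.99% to 3.79% and from 2.60% to 3.28%, so the choices tried here do not account for it. The B-like cluster also had macrophage markers raised (*Csf1r*, *C1qa*, *C1qb*, *Mrc1* and *Adgre1*), so it may hold macrophages as well. With library 5 clustered on its own, chosen after the data had been seen, 469 B-like and 90 macrophage-like cells were in separate clusters. Whether a different cut of the tissue, such as more of the outer wall or a lymphoid follicle, was taken was not tested.

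In library 5, the log2 ratio of *Ccnd2* between proliferating epithelial-like cells and all other cells was -0.75 (others 0.81 to 1.70, share of the range 0.635, just above the critical value). It rested on 315 cells of the class. All other cells included 2104 cells of this library in an unnamed cluster with *Smoc2*, *Axin2* and *Znrf3* and also *Mki67*, *Mcm6* and *Pcna* raised, so the ratio set the class against many cells with stem or cell cycle markers. It was the lowest of the libraries in 15 of 15 settings that gave a value, and below 0 in all of them except with each gene scaled within each library, where it was 0.22 and rested on 107 cells. It was -0.92 with the ribosomal-locus genes left out and -0.33, on 902 cells, with both changes together. The median over the libraries without library 5 was 1.23. No explanation was tested.

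Paneth markers together had 206 CPM in library 1 and between 0.34 and 2.70 CPM in the others (share of the range 0.989). Free RNA spread evenly over all cells is argued against as the whole source, because the 1% of cells with the most defensin UMIs (72 cells) held 74.4% of them, whereas UMIs dealt to cells by depth gave 8.4% and at most 9.3% in 1000 draws. Without the cell with the most, which held 37.2% of them, the share was 59.3%. For the cells with fewer than 10 defensin UMIs, free RNA is in line with the data, since 14.7% of 95 T or innate lymphoid-like cells had a defensin UMI and dealing by depth gave 10.5% (95% of draws 5.3% to 16.8%). The source of the few cells with many UMIs stays open. Of the 18 cells with at least 10 defensin UMIs, 16 were in the goblet-like cluster that had Paneth markers raised. Small-bowel tissue in library 1 was tested with the list of 14 enterocyte genes, of which 9 were highest in library 1, against 2.33 by chance (exact binomial test, p = 8.84e-05, with genes that are not independent of each other). Of the 14 genes, 4 were highest in library 4 and 1 in library 3, and 11 had a median of at least 1 CPM in the other libraries, so the list is not specific to the small bowel. Among the most abundant, *Apob* had 158 CPM against a median of 82.4 in the other libraries, *Mep1a* 132 against 103, *Slc5a1* 123 against 114, *Enpep* 105 against 3.54 and *Alpi* 40.5 against 2.90. Some small-bowel tissue, or a position nearer to it, may therefore be part of library 1. As a hypothesis this was not tested on other data.

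The paper does not discuss *Hoxb13*, a gene of the posterior body axis. It had 133.1 CPM in library 5 and 0 to 30.5 CPM in the others (share of the range 0.771), with 0, 1.10, 30.5, 0.044, 133 and 21.9 CPM in libraries 1 to 6. The makeup of cell classes is argued against as the cause, since within goblet-like cells the lower 95% limit of the highest library was 73.1 times the upper limit of the lowest. Different positions along the colon were tested with 8 other posterior Hox genes. Their summed CPM was 2.04, 10.4, 17.2, 2.80, 23.4 and 12.7 in libraries 1 to 6 and gave the same order as *Hoxb13* (Spearman's rho 1, exact permutation p = 0.0028, Pearson's r 0.91 on the log scale, exact permutation p = 0.0042). Without the 2 libraries farthest from the median, r was 0.85 over the 4 left. The sum rests mainly on *Hoxa13*, which held 59.6% of its UMIs and had a rho of 0.89 (exact permutation p = 0.033). Without *Hoxa13*, the rho of the sum was 0.77 (exact permutation p = 0.103). Of the 8 genes, each taken alone, 5 had a rho above 0 and 3 (*Hoxc11*, *Hoxc12* and *Hoxc13*) below 0, and 4 had fewer than 50 UMIs over all libraries. *Hoxd11* was unrelated in order (rho 0.029, exact permutation p = 1). Different sampling positions may contribute, as a hypothesis that rests largely on 1 gene. Diet and the handling of the libraries were not tested and stay open.

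The paper does not discuss *Gm42418* either, counted here among 5 ribosomal-locus genes. It had 356928 CPM in library 6, which is 35.7% of all UMIs, and 4.81%, 3.00%, 34.7%, 3.90% and 14.8% in libraries 1 to 5. The makeup of cell classes is argued against as the cause, because within T or innate lymphoid-like cells alone the highest share was 10.77 times the lowest, against 11.88 times over all cells. A difference in ribosomal RNA carried into the libraries was not tested and stays open. Libraries 3, 5 and 6 were the highest for both *Gm42418* and *Hoxb13*.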

How the results depend on the processing

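In this part, the settings chosen after the data had been seen are the automatic threshold of Scrublet, the ribosomal-locus genes left out, names from 3 markers alone, each library clustered on its own, and 2 settings that combine these or scaling within each library with the genes left out. All other settings were fixed before the data were examined. No paired analysis was possible because the diet of each library is not known here, and no groups of libraries were compared. The paired structure used is that of classes within a library.

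The number of cells kept stayed within 1.5 times the reported number under 6 of 6 other filters, from 53556 to 63613, and so did the number of clusters under 13 of 13 settings, from 22 to 35. The median shares of colonocyte-like cells (7.89% to 17.4%), goblet-like cells (9.74% to 15.7%), proliferating epithelial-like cells (5.72% to 17.2%) and T or innate lymphoid-like cells (2.94% to 4.66%) moved by less than the spread between libraries in 16 of 16 settings. That spread is large, so this is a weak criterion. The median unnamed share moved from 46.4% to 10.6% with names from 3 markers alone and stayed within the spread in the other 15 settings. It therefore depends on the naming condition that was set after the clusters had been seen. Paneth-like clusters were 0 in all 17 settings, and the UMIs of Paneth markers ranged from 6008 to 6457.

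With the reported settings, 0 of 8 pairs of gene and class had an adjusted p under 0.05 in the exact sign-flip test, and 4 of 8 had an unadjusted p under 0.05. With each gene scaled within each library, 6 of 8 had an adjusted p of 0.0417, with higher levels in 6 of 6 libraries. These were *Ccnd1* (median log2 ratio 1.45), *Ccnd2* (1.22) and *Cdk4* (1.02) in proliferating epithelial-like cells, *Fer1l6* in goblet-like cells (2.98), and *Carmn* (7.46) and *Fendrr* (5.55) in smooth muscle or myofibroblast-like cells. The unadjusted p was 0.031 for each, the smallest that 6 libraries allow, and the adjusted p passes because more pairs share it. For the 3 genes in proliferating epithelial-like cells, library 5 entered with 107 cells. The other 20 alternatives gave 0 pairs. Over all alternatives, the adjusted p ranged from 0.0417 to 0.15 for *Ccnd1* and *Ccnd2*, from 0.0417 to 0.75 for *Cdk4* in proliferating epithelial-like cells, from 0.0417 to 0.0938 for *Fer1l6* and from 0.0417 to 0.0833 for *Carmn* and *Fendrr*. The direction of the median was the same in 21 of 21 alternatives for *Ccnd1*, *Ccnd2*, *Cdk4* in proliferating epithelial-like cells and *Fer1l6*, and in 20 of 20 for *Carmn* and *Fendrr*. Single libraries could still go the other way. Median log2 ratios ranged from 0.97 to 1.56 for *Ccnd1*, 0.89 to 1.36 for *Ccnd2*, 2.52 to 3.71 for *Fer1l6*, 7.09 to 7.49 for *Carmn* and 5.35 to 6.78 for *Fendrr*.

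The direction reversed for *Ctnnb1* in proliferating epithelial-like cells when shares of cells were compared without thinning (1.28 percentage points) and after thinning to 1000 UMIs (0.0765 points), and for *Cdk4* in smooth muscle or myofibroblast-like cells after thinning to 1000 UMIs (0.33 points). The cause was not tested. The adjusted p of these results ranged from 0.107 to 0.75 and from 0.107 to 0.906 over the alternatives, so neither direction was established. *Lgr5* could be tested only in the 4 settings in which a stem-like class was named (30 principal components, names from 3 markers alone, and each library clustered on its own with and without the ribosomal-locus genes in the totals). There its median log2 ratio ranged from 1.68 to 2.89 and its adjusted p from 0.0804 to 1.

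The summed CPM of metabolic and of Wnt and stem genes was taken over proliferating epithelial-like cells and, in the settings in which a stem-like class was named, over its cells too. For metabolic genes it had a median of 1571 over the libraries and moved to 1276 in the cells of all named epithelial classes. Cells of the unnamed clusters were not among them. That of Wnt and stem genes had a median of 600.2 and moved to 375 in the cells of all named epithelial classes. It moved to 722 with the ribosomal-locus genes left out and to 809.7 when each gene was also scaled within each library. It moved to 783.5 with each library clustered on its own and these genes left out of the totals. With each library clustered on its own, leaving these genes out of the totals changed no cells and moved the median from 646.5 by construction. These cells were 519 stem-like and 497 proliferating epithelial-like cells in library 1 and 547 stem-like cells alone in library 5, so these medians are not those of proliferating epithelial-like cells. In the other settings the cells changed as well, and the cause was not tested. In library 1 they rose from 43 to 1969 with the ribosomal-locus genes left out, and its sum moved from 734 to 564. The number of proliferating epithelial-like cells of library 1 ranged from 31 to 2323 over the settings and depended on whether a cluster mostly of this library was named. Depth limits *Cdk4*, which had 47 UMIs in all smooth muscle or myofibroblast-like cells.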

Differences from the paper's values

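The largest cluster had 6966 cells, whereas the paper's largest cluster has about 4100 cells in Fig. S10b, read by eye. The totals behind these counts differ too, with about 19000 cells in the paper's bars and 53865 here. The cluster here held 12.9% of its total, and set against these totals the paper's cluster is the larger. Of the alternatives set before the data were examined, a resolution of 1.2 (5909 cells) and 30 principal components (5594 cells) came within 1.5 times the paper's value. The other settings of filters, a resolution of 0.4, keeping the named genes for clustering and scaling within each library did not. Because the totals differ, nearness to the paper's count does not favour a setting. The cells summed over the clusters were 53865, whereas the paper's bars in Fig. S10b sum to about 19000, read by eye. None of the filters set before the data were examined came within 1.5 times this value, and the lowest number was 53556, with at least 500 genes. The paper's mean per cell is given in sequencing reads and the mean of 4171 here in UMIs, which are different quantities.

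The paper states that Paneth cells were the largest population. No cluster was named Paneth-like in 17 of 17 settings. Which named class was the most frequent was not resolved. The paper names a population of colonic stem cells with *Lgr5* enriched in it. No stem-like class was named with the reported settings. It was named with 30 principal components, set before the data were examined, where *Lgr5* was higher in 3 of 3 libraries (median log2 ratio 1.68, exact p = 0.25, adjusted p = 0.316). It was also named under 3 settings chosen after the values had been seen, namely names from 3 markers alone, each library clustered on its own, and the latter with the ribosomal-locus genes left out of the totals.

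The paper gives *Ctnnb1* as a marker of regenerative epithelial cells. In proliferating epithelial-like cells its median log2 ratio was -0.08, with a higher level in 2 of 6 libraries, and shares of cells with a UMI were higher in the class without thinning and after thinning to 1000 UMIs. The paper gives *Cdk4* as a marker of myofibroblasts. In smooth muscle or myofibroblast-like cells its median log2 ratio was -0.27, with a higher level in 2 of 6 libraries, and its share of cells was higher in the class after thinning to 1000 UMIs, with an adjusted exact p of 0.906. The paper gives *Ccnd2* as enriched in regenerative epithelial cells. It was higher in 5 of 6 libraries in proliferating epithelial-like cells, with an adjusted exact p of 0.1, and in 6 of 6 with an adjusted p of 0.0417 with each gene scaled within each library, set before the data were examined. The class with its highest median level was T or innate lymphoid-like cells, at 264 CPM. *Ccnd1* had an adjusted exact p of 0.063 and reached 0.0417 under the same setting. Fig. 5b shows *Mmrn1* for dendritic cells. No dendritic-like class was named in any of the 17 settings, and *Mmrn1* was highest in lymphatic endothelial-like cells, at 856 CPM. Dendritic cells may still be present under another name. With library 5 clustered on its own, a macrophage-like cluster of 90 cells had the dendritic class as the second in its markers. It had *Flt3*, *Zbtb46*, *Xcr1*, *Clec9a*, *Itgax* and *Siglech* raised, and *Mmrn1* was not tested in it.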

Other observations

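In this part, the tests of the clusters made mostly of a single library were chosen after the result had been seen. The values of single libraries are given because the diet of each library is not known here.

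With the reported settings, 13 of 28 clusters had at least 80% of their cells from a single library. The ribosomal-locus genes are argued against as the whole cause, since 12 of 27 such clusters were found with these 5 genes left out. With each gene scaled within each library, 4 of 23 such clusters were found, holding 18.5% of the cells. This scaling takes out differences between libraries in the level and spread of each gene by construction. The lower number is therefore no test of whether differences in mean gene levels made the pattern. Whether these differences are technical or biological was not tested. With each gene scaled within each library and the 5 genes, *Gm42418* among them, left out as well, 4 of 24 such clusters were found, holding 8.73% of the cells. The libraries also differ in *Hoxb13*, which was not adjusted for on its own.

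An unnamed cluster of 2070 cells, 77.2% of them from library 4, was led by *Cubn*, *Grin3a*, *Sis*, *Slc13a1*, *Ugt8a*, *Fabp6* and *Slc10a2*. An unnamed cluster of 5740 cells, 95.0% of them from library 3, was led by *Gm42418*, *Aqp4* and *Cmss1*. These clusters were chosen after their genes had been seen, and no explanation was tested.

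In library 1, 1 cell had 1761 defensin UMIs, which was 32.4% of its 5439 UMIs, with 189 UMIs of *Lyz1* and 11 of *Mmp7*. In that library 18 cells had at least 10 defensin UMIs, and 976 of the 1165 cells with any had exactly 1.

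The summed CPM of the 24 metabolic genes that the paper names in Fig. 5d and its text was, in proliferating epithelial-like cells, 1669, 1523, 1353, 1619, 1774 and 998 in libraries 1 to 6. In library 1 this rested on 43 cells, and with a minimum of 500 detected genes it was 1356 on 1898 cells. The exact 95% Poisson intervals were 1418 to 1952, 1495 to 1550, 1327 to 1379, 1594 to 1644, 1692 to 1859 and 966 to 1031. For the 6 Wnt and stem genes (*Lgr5*, *Ascl2*, *Ctnnb1*, *Ccnd1*, *Ccnd2* and *Cdk4*), the sums were 734, 584, 471, 722, 617 and 501. The sum of library 1 rested on 43 cells and 69 UMIs (exact 95% Poisson interval 571 to 928). It was 527 on 1898 cells with a minimum of 500 detected genes and 646 on 1403 cells with a resolution of 1.2. The sum of library 5 depended on the cells taken too. It was 971 with names from 3 markers alone and 1088 with each library clustered on its own, both chosen after the data had been seen and with stem-like cells included, and was then the highest of the libraries. Under settings fixed before, it was the highest with 30 principal components (733 with stem-like cells included, library 4 707). It was also the highest with each gene scaled within each library (857 on 107 cells, library 4 841). With the other filters and resolutions tried, it was not the highest. With the TMM method, the sums for the metabolic genes were 1257, 1349, 1854, 1380, 1662 and 1369 and those for the Wnt and stem genes 552, 517, 645, 615, 578 and 687. The order of the libraries thus depended on the cells taken and on the scaling. Library 5 had the highest metabolic sum with CPM and library 3 with the TMM method. The ribosomal-locus genes held 44.3% of UMIs in library 3 and 45.8% in library 6, which lowers the CPM of other genes. With each library clustered on its own, leaving these genes out of the totals raised the metabolic sum from 1331 to 1962 in library 3. In library 6 it rose from 979 to 1536. The Wnt and stem sums rose from 476 to 702 and from 495 to 776, and the other libraries' sums rose too. The Poisson intervals do not cover this.

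*Xist* had 1634, 2291, 678, 2227, 1362 and 866 CPM in libraries 1 to 6. Of the Y-linked genes, *Ddx3y* had between 2.10 and 13.5 CPM, *Uty* between 0.584 and 2.16, *Kdm5d* at most 0.366 and *Eif2s3y* at most 0.0611. All mice are labelled female, and no test of the few Y-linked UMIs was made.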
